# Bifidobacteria grown on human milk oligosaccharides downregulate the expression of inflammation-related genes in Caco-2 cells

**DOI:** 10.1186/s12866-015-0508-3

**Published:** 2015-08-25

**Authors:** Saumya Wickramasinghe, Alline R. Pacheco, Danielle G. Lemay, David A. Mills

## Abstract

**Background:**

Breastfed human infants are predominantly colonized by bifidobacteria that thrive on human milk oligosaccharides (HMO). Two predominant species of bifidobacteria in infant feces are *Bifidobacterium breve (B. breve)* and *Bifidobacterium longum* subsp*. infantis* (*B. infantis*), both of which include avid HMO-consumer strains. Our laboratory has previously shown that *B. infantis*, when grown on HMO, increases adhesion to intestinal cells and increases the expression of the anti-inflammatory cytokine interleukin-10. The purpose of the current study was to investigate the effects of carbon source—glucose, lactose, or HMO—on the ability of *B. breve* and *B. infantis* to adhere to and affect the transcription of intestinal epithelial cells on a genome-wide basis.

**Results:**

HMO-grown *B. infantis* had higher percent binding to Caco-2 cell monolayers compared to *B. infantis* grown on glucose or lactose. *B. breve* had low adhesive ability regardless of carbon source. Despite differential binding ability, both HMO-grown strains significantly differentially affected the Caco-2 transcriptome compared to their glucose or lactose grown controls. HMO-grown *B. breve* and *B. infantis* both downregulated genes in Caco-2 cells associated with chemokine activity.

**Conclusion:**

The choice of carbon source affects the interaction of bifidobacteria with intestinal epithelial cells. HMO-grown bifidobacteria reduce markers of inflammation, compared to glucose or lactose-grown bifidobacteria. In the future, the design of preventative or therapeutic probiotic supplements may need to include appropriately chosen prebiotics.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12866-015-0508-3) contains supplementary material, which is available to authorized users.

## Background

Milk is a unique biological fluid consumed by mammalian infants. It contains many macro- and micro-nutrients that are essential for the growth and development of the newborn [1, 2]. In addition, a diverse cocktail of bioactive factors, such as oligosaccharides, antibodies and nucleotides in milk, play immune, prebiotic and protective functions in the infant gut [2–4]. Oligosaccharides are the third most abundant component in human milk and they are present as lactose-derived free forms and protein and lipid bound glycoconjugates [5]. Milk oligosaccharides can withstand the pH of the stomach and virtually all of them resist enzymatic digestion in the gastro-intestinal tract [6]. Recent studies on human milk oligosaccharides (HMO) and glycoconjugates demonstrate both local and systemic beneficial effects to the suckling neonate [7–9]. Milk oligosaccharides provide protection against enteric pathogen infections by antibacterial activity, competing with pathogen binding sites and enhancing the binding of IgA with pathogens [10]. Another protective function of milk oligosaccharides is that the intact oligosaccharides serve as a prebiotic substrate enabling enrichment of *Bifidobacterium* species in the infant gut thereby consuming available nutrients and lowering the gut pH [11].

*Bifidobacterium* species were first observed over 100 years ago in feces of breastfed infants and later research suggested breast milk contains special molecules defined as “bifidus factors” that stimulate the growth of bifidobacteria [12, 13]. Culture-based studies over the years and high-throughput metagenomic studies have demonstrated that *Bifidobacterium* is a commonly enriched member of the intestinal microbiota of breastfed infants [14, 15]. Research in the last decade has provided a mechanistic basis for that enrichment whereby HMOs and glycoconjugates serve as prebiotics selectively promoting bifidobacteria [16]. Indeed, genomic analysis of a prototypical infant borne bifidobacteria, *Bifidobacterium longum* subsp. *infantis* (*B. infantis*) which grows well on HMO, revealed a single cluster of genes encoding milk oligosaccharide metabolism suggesting co-evolution of this strain with human milk [17, 18]. Analysis of other infant-borne strains of *B. bifidum*, *B. longum* subsp. *longum* (*B. longum*) and *B. breve* shown to grow on HMO [19, 20] also possessed specific milk glycan transporters and glycosyl hydrolases linked to milk glycan consumption [16, 19].

The ability of bifidobacteria to bind and interact with the intestinal epithelium plays an important role in gut colonization and modulation of host immune system [21, 22]. Previous research has proven that different species of bifidobacteria exhibit different capacities to adhere to the intestinal epithelium and to stimulate the gastrointestinal immunity [23–25]. Our research group recently showed that the adhesion rate of bifidobacteria to the intestinal epithelial cells (IECs) changes according to the carbon source supplied in their growth medium [26]. When comparing *B. infantis* ATCC 15697 grown in HMO and lactose, the HMO grown *B. infantis* had a significantly higher rate of adhesion to both Caco-2 and HT-29 cells [26]. This work was subsequently confirmed by Kavanaugh et al. showing that growth of *B. infantis* ATCC 15697 on 6’sialyllactose (an HMO component structure) also resulted in increased adherence to cultured IECs [25]. Previous research also showed the ability of bifidobacteria to induce the anti-inflammatory capacity of IECs. For example, colon organ cultures exposed to *B. infantis* showed reduced production of pro-inflammatory cytokine IL-17 [27]. In another study, interferon gamma was reduced in the Peyer’s patches of mice fed *B. longum* [28].

There are few documented studies on changes in the interaction between bifidobacteria and IECs as a function of the carbon source of the bacterial growth medium. Microarray studies in our laboratory have previously shown that incubation of HMO with *B. infantis* altered gene expresssion in Caco-2 cells [29]. Chichlowski et al. observed that HMO-fed *B. infantis* tightens cell-cell junctions, increases the level of cytokine IL-10 while decreasing the level of pro-inflammatory TNFα in Caco-2 cells [26].

In the current study, we sought to understand the effects of HMO-fed bifidobacteria on the gene expression of intestinal cells on a genome-wide basis. We investigated the effects of two bifidobacterial strains fed different carbon sources—HMO, glucose (GLU), or lactose (LAC)—on the gene expression of Caco-2 cells using RNA sequencing (RNA-Seq). Due to their dominance in breastfed infant feces [30] and efficient consumption of HMOs, *B. infantis* and *B. breve* were selected for the study. The two strains selected were *B. infantis* ATCC 15697, which is the current model to study genetic adaptations to growth on human milk [31] and *B. breve* SC95, a strain that also grows vigorously on HMOs [19]. Our group has also shown that HMO consumption by *B. infantis* triggers expression of surface binding proteins that interact with intestinal cell surface structures [32]. We hypothesized that HMO-grown bifidobacteria, relative to those grown on LAC or GLU will have enhanced adhesion and will alter gene expression in Caco-2 cells consistent with a protective modulatory mechanism in the host intestine.

## Results

### Adhesion of bifidobacteria grown in different carbon sources to Caco-2 cells

Several studies have demonstrated the ability of *B. infantis* strains to grow on HMO as the sole carbon source [33] and a recent study in our laboratory identified three strains of *B. breve* (SC95, SC154, and ATCC 1570) that can also efficiently consume HMO [19]. Based on the results of this study and their exclusive presence in infant feces, *B. breve* SC95 was selected for the adhesion assay. Different adhesion percentages were observed between the two bifidobacterial species. The levels of adhesion in *B. infantis* ATCC 15697 ranged from 1.1 to 9.6 % and in *B. breve* SC95 it ranged from 0.9 to 1.3 % (Fig. 1). Binding percentages obtained for *B. infantis* ATCC 15697 were very similar to that reported previously [25, 26]. However, the current study included the GLU-grown *B. infantis* ATCC 15697, which showed the lowest percentage of adhesion. Compared to *B. infantis* ATCC 15697, *B. breve* SC95 presented lower binding efficiency to Caco-2 cells. The highest binding percentage (1.3 %) of *B. breve* SC95 was observed for LAC-grown bacteria and there were numerical trends among treatments and the adhesion efficiency, however no statistical significant differences were observed among them. Studies of different *B. breve* strains grown in MRS media have shown very low adhesion percentages to Caco-2 cells [34]. In the current study, we have observed lower binding of *B. breve* SC95, regardless of the carbon source.

**Fig. 1:**
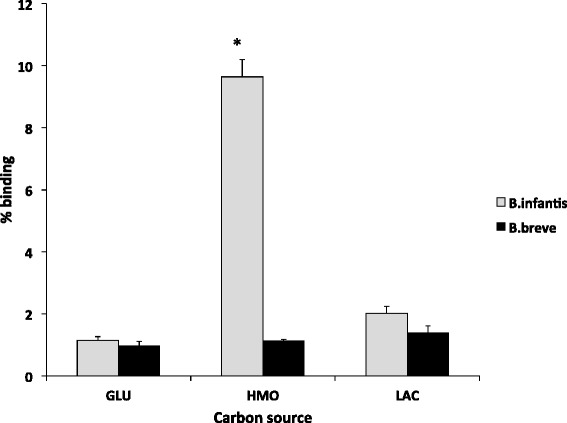
Binding of *B. breve* SC95 and *B. infantis* ATCC 15697 to Caco-2 cell monolayers, expressed as percentage of initial bacterial input. Statistical analysis was performed by ANOVA, and binding percentages were compared to LAC. * *P* < 0.01

### Gene expression analysis of Caco-2 cells in response to bifidobacteria grown on different substrates

In order to examine if bifidobacteria grown in different carbon sources elicit a change in the intestinal cellular responses, we examined the transcriptome of the Caco-2 cells using RNA-Seq. This resulted in 20–32 million reads per sample and only uniquely mapped reads were considered in the analysis. 

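Caco-2 cells, a human colorectal adenocarcinoma line that takes on features of small intestinal enterocytes, were grown for 15 days after confluence and exposed for 2 h to B. breve SC95 that had been grown on 2% GLU, LAC or HMO. Cells exposed to HMO-grown bacteria are described as on HMO, and likewise for GLU and LAC. Each carbon source had 3 biologically independent replicates, which gave 9 RNA-Seq libraries. The authors deposited read counts per gene, RPKM values and log2-transformed RPKM values from reads of 100 bp. Read counts of unique exon reads were compared with edgeR (TMM normalization, quasi-likelihood test, Benjamini-Hochberg adjustment, adjusted p under 0.05). Of 55202 genes in the table, 34732 had no exon length and therefore no RPKM, and 13925 had enough reads to be tested. RPKM values are given as mean ± SD over the 3 libraries (n = 3); the deposited RPKM also counts reads that map to more than 1 place. A log2 fold change is negative when the carbon source named first has the lower level. With 3 libraries against 3, an exact permutation test of a single gene cannot give a two-sided p under 0.10, so calls rest on the fit across all genes. Gene groups were tested with camera at a preset correlation between genes and again with an estimated correlation. The lists of members were fixed before the data were examined, although the study had chosen the list of Table 4 genes on these libraries. The lists of chemokine ligands, immediate-early and AP-1, ZNF, homeobox, apoptosis and cytosolic ribosomal protein genes match terms that the paper reports from these libraries. Their results are therefore not independent evidence. Additional file 2 had been seen when the lists were written, so the other lists are not wholly independent of these libraries either. Cells exposed to B. infantis are not part of the values given here. No library is of cells without bacteria, so a gene said to fall or rise did so only relative to the other carbon source named.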

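The 9 libraries of cells exposed to B. breve SC95 held 20481657 to 37241900 reads assigned to genes, of which 15147143 to 26373439 were unique exon reads. The median of unique exon reads was 18245641 on GLU, 17290098 on HMO and 17495772 on LAC. Reads of ANKRD30BL, most of them outside exons, made up 3.94% of the unique gene reads in HMO replicate 1 (936862 reads) and 0.0440% to 0.598% in the other libraries. ANKRD30BL was singled out after its values were seen. Reads outside exons were 22.7% of the gene reads in HMO replicate 1 and 12.0% to 17.1% elsewhere. Transcripts of mitochondrially encoded protein genes took 6.55 ± 0.828% of the unique exon reads on GLU, 6.98 ± 0.706% on HMO and 4.39 ± 0.308% on LAC (SD, n = 3). Those of cytosolic ribosomal proteins took 6.33 ± 0.592%, 6.95 ± 0.723% and 8.60 ± 1.25%.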

As described by Bentley et al. [35] and Ramskold et al. [36] a threshold RPKM (reads per kilo base per million mapped reads) value of 0.1 RPKM was established to balance the number of false positives and false negatives and to define potential meaningful gene expression. There were 15,613, 15,574, and 15,520 genes expressed in Caco-2 cells exposed to *B. breve* SC95 grown in GLU, HMO and LAC respectively. 

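Caco-2 cells expressed nearly one set of genes whichever carbon source the bacteria had used: at a mean of at least 0.1 RPKM, 14827 genes were expressed on GLU, 14765 on HMO and 14716 on LAC. All 3 carbon sources shared 14471 of these, or 96.1% of the 15064 genes expressed on at least 1. Some genes lie near the threshold or under it. TNFRSF18, a receptor of the TNF family, had a mean of 0.163 RPKM on GLU, 0.0394 on HMO and 0.159 on LAC. MUC2, the main secreted mucin of goblet cells, had 0.0840, 0.0698 and 0.0214 RPKM, and the apoptosis inhibitor BCL2 had 0.122, 0.0973 and 0.0710 RPKM. With the minimum asked of every library in place of the mean, 14356, 14261 and 14211 genes reached it.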

Caco-2 cells exposed to *B. infantis* grown in GLU, HMO and LAC had 15,561, 15,468 and 15,516 expressed genes respectively. Summaries of gene expression intensities for all transcripts in all samples are provided in the NCBI GEO repository, accessions GSE63950 and GSE64017.

### Effect of carbon source consumption by bifidobacteria on Caco-2 gene expression

To determine the specific effect of carbon source on Caco-2 gene expression, differential expression between carbon sources were analyzed individually in each bifidobacteria strain experiment. 

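The paper's 3 thresholds were applied to the deposited log2-transformed RPKM values. They were an unadjusted p of at most 0.05, a q of at most 0.5 and a ratio of mean RPKM of at least 2. The p came from a two-sample t-test with equal variances and is not the p-value the authors deposited. The q was taken over all 55202 genes of the table, also the 34732 without an RPKM, which raises it. At these thresholds, chemokines were among the genes lower on HMO. Compared to GLU, 7 genes were lower on HMO and 1 was higher. Lower were the chemokines CXCL1 and CXCL3, the adhesion molecule ICAM1, CSF3, which encodes the growth factor of granulocytes, and ADAMTS1, CPLX3 and DEFB132. SHISAL2B was the gene found higher, at 0.0982 RPKM on HMO and 0 on GLU; it, CSF3, ADAMTS1, CPLX3 and DEFB132 are named after their values were seen. CSF3 had 0.0239 RPKM on HMO and 0.240 on GLU, and the 3 others were at 0 on HMO and under 0.1 RPKM on GLU. Compared to LAC, 26 genes were lower on HMO, among them CCL20, CXCL8, IL6, TNFAIP3, BIRC3, NFKBIZ, ATF3 and NR4A3, and 8 were higher, each of them under 0.1 RPKM. Between LAC and GLU no gene was higher and 4 were lower, all at 0 on LAC. These are ADAMTS1, RGS6, IGKV6D-41 and a gene without a symbol, likewise named after their values were seen. No gene was higher on LAC at these thresholds, but at an unadjusted p of at most 0.05, 2825 genes differed between LAC and GLU, and edgeR at the same thresholds called 27 higher and 64 lower. With only genes of at least 0.1 RPKM in 1 group, over which q was then taken, 61 genes were higher and 76 lower on HMO than on LAC. Between LAC and GLU, 33 were then higher and 113 lower on LAC.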

As expected, bifidobacteria grown in different carbon sources elicited significant changes (*p*-value ≤0.05, FDR q ≤ 0.5, fold change ≥2) in expression of genes in Caco-2 cells. The number of differentially expressed genes in Caco-2 cells as a function of carbon source is summarized in Table 1. During co-incubation with *B. breve* SC95, the expression of 12 Caco-2 cell genes was upregulated and 61 genes were downregulated by HMO compared to GLU, while 196 genes were upregulated and 144 genes were downregulated by HMO compared to LAC. 

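On HMO, 19 genes of Caco-2 cells fell relative to GLU: 5 encode chemokines, 6 encode regulators of NF-kB, and 1 is the adhesion molecule ICAM1. The 7 others are the transcription factors FOS, BHLHE40 and ELF3 and the genes BNIP5, RCAN1, SERPINA3 and TRIM31 (ELF3, RCAN1, SERPINA3 and TRIM31 are named after their values were seen). BNIP5 had 6.44 ± 1.98 RPKM on GLU and 1.78 ± 0.280 on HMO (SD, n = 3), a log2 fold change of -1.80 (standard error 0.21, edgeR adjusted p = 0.00124). BIRC3, a ubiquitin ligase in TNF receptor signaling, went from 6.26 ± 0.974 to 2.25 ± 0.367 RPKM, a log2 fold change of -1.43 (standard error 0.18, edgeR adjusted p = 0.00157), but did not pass with limma without the RPKM minimum (adjusted p = 0.0592, the highest over all alternatives, with 8.13e-12 the lowest). No gene was higher on HMO than on GLU in edgeR; 250 genes had an unadjusted p under 0.05, DESeq2 called 0 genes higher and 38 lower, and limma called 0 and 22. In all 19 genes the 3 libraries on HMO lay below the 3 on GLU, where 6.17% of all genes tested showed no overlap and chance gives 10%. Compared to LAC, 161 genes were higher and 128 lower on HMO, of which 13 and 37 differed by at least 2-fold. IL6, the cytokine interleukin-6, was lower on HMO, with a log2 fold change of -1.62 (standard error 0.21, edgeR adjusted p = 0.00109), as was BNIP5, with -2.14 (standard error 0.21, edgeR adjusted p = 9.49e-05). SP5, a transcription factor induced by Wnt signaling, was higher on HMO (5.65 ± 0.711 RPKM) than on LAC (2.72 ± 0.548 RPKM), with a log2 fold change of 1.05 (standard error 0.16, edgeR adjusted p = 0.00513). The count against GLU was 12 without HMO replicate 2. The count against LAC was 174 without GLU replicate 2 (89 higher and 85 lower), 61 without HMO replicate 2 (22 and 39), 61 without HMO replicate 3 (14 and 47), 106 without LAC replicate 1 (23 and 83), 463 without LAC replicate 2 (283 and 180) and 601 without LAC replicate 3 (350 and 251). More genes were lower than higher also with only the 6 libraries compared (59 higher and 73 lower), with unique gene reads (129 and 134) and with limma (97 and 113, or 15 and 58 without the RPKM minimum), and with GC content corrected, a setting chosen after the fold changes were seen, it was 79 higher and 144 lower.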

Comparison between GLU vs LAC grown samples of *B. breve* SC95 yielded 96 up-regulated genes and 426 downregulated genes by LAC.

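Relative to GLU, 213 genes rose and 458 fell on LAC, of which 20 and 38 changed by at least 2-fold. Among the genes with large increases were the immediate-early gene NR4A3, a nuclear receptor, from 1.10 ± 0.330 RPKM on GLU to 5.05 ± 0.376 on LAC (SD, n = 3), a log2 fold change of 2.24 (standard error 0.19, edgeR adjusted p = 0.000102), and TXNIP, which binds thioredoxin, with 1.05 (standard error 0.10, edgeR adjusted p = 0.000102). CCN1, a matrix protein induced by serum and stretch, rose with a log2 fold change of 1.24 (edgeR adjusted p = 0.00220) and SERPINB2, an inhibitor of plasminogen activators, with 1.34 (edgeR adjusted p = 0.00423). CCL20 went up from GLU to LAC, with a log2 fold change of 1.80 (standard error 0.16, edgeR adjusted p = 0.000102). The genes that fell on LAC are rich in GC: the median GC content of their longest transcript was 62.6%, against 43.0% for those that rose and 48.1% for the other genes tested. The slope of the log2 level on GC content, per 10 percentage points and relative to the mean library, was -0.27 in LAC replicate 1, -0.09 in LAC replicate 2 and -0.01 in LAC replicate 3, and lay between -0.01 and 0.15 in the other libraries. With this trend removed, a setting chosen after the fold changes were seen, 75 genes were higher and 45 lower. The total of 671 was 88 without GLU replicate 1, 60 without GLU replicate 2, 280 without GLU replicate 3, 307 without HMO replicate 2, 177 without LAC replicate 1 (100 higher and 77 lower) and 1946 without LAC replicate 3 (894 higher and 1052 lower).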

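Ribosomal protein transcripts were higher and mitochondrial transcripts lower on LAC than on GLU. Of 86 cytosolic ribosomal protein genes tested, 30 rose and none fell (59 rose when adjusted over the list alone), with a median log2 fold change of 0.42 (camera adjusted p = 3.75e-30, and adjusted p = 0.381 with an estimated correlation). RPS29, a protein of the small subunit, had 216 ± 36.0 RPKM on GLU and 495 ± 80.6 on LAC, a log2 fold change of 1.26 (edgeR adjusted p = 0.00591). Of 83 nuclear genes of the respiratory chain, 9 rose and none fell (32 rose and 1 fell when adjusted over the list alone, camera adjusted p = 7.48e-12, and adjusted p = 0.541 with an estimated correlation). Of 13 mitochondrially encoded protein genes, 8 fell (12 when adjusted over the list alone), with a median of -0.63 (camera adjusted p = 3.69e-11, and adjusted p = 0.222 with an estimated correlation). MT-ND1, a subunit of respiratory complex I, had 3428 ± 792 RPKM on GLU and 1903 ± 312 on LAC, a log2 fold change of -0.82 (edgeR adjusted p = 0.0207). Of 75 homeobox genes, 12 fell and 1 rose (18 and 1 when adjusted over the list alone, camera adjusted p = 4.51e-06, and adjusted p = 0.188 with an estimated correlation). The homeobox gene that rose was TGIF1, named after its values were seen, which did not pass without GLU replicate 1, 2 or 3, HMO replicate 2 or 3 or LAC replicate 2. Of 38 immediate-early and AP-1 genes, 8 rose, among them EGR3 with 2.10 (edgeR adjusted p = 0.00454), and none fell (16 and 2 when adjusted over the list alone, camera adjusted p = 1.73e-06, and adjusted p = 0.461 with an estimated correlation). Of 14 chemokine ligands, CCL20, CXCL1 and CCL4 rose and none fell (8 higher and 1 lower when adjusted over the list alone, camera adjusted p = 2.25e-05, and adjusted p = 0.188 with an estimated correlation). CCL4 had 1.56 (edgeR adjusted p = 0.0484). Its adjusted p was over 0.05 whichever library was left out, and was 0.0638 in edgeR with a replicate block. Over all alternatives it lay between 0.0166 and 0.197. No list was past the threshold between LAC and GLU with an estimated correlation. With GC content corrected, 4 ribosomal, 2 mitochondrial and 3 homeobox genes were called, with medians over the lists of 0.44, -0.74 and -0.14 (before, 0.42, -0.63 and -0.23), so the ribosomal and mitochondrial fold changes did not shrink, while 120 genes passed in place of 671 and the adjustment asks for a smaller p. With unique gene reads, 4 ribosomal genes (median 0.37) and 3 mitochondrial genes (median -0.68) were called, and with limma without the RPKM minimum 1 and 0. The ribosomal count was 4, 1 and 4 without GLU replicates 1, 2 and 3 and 17 without HMO replicate 2; the mitochondrial count was 1, 1, 1 and 4 without GLU replicate 1, GLU replicate 2, LAC replicate 1 and HMO replicate 2; the homeobox count was 5, 4, 6 and 4 without GLU replicates 1, 2 and 3 and LAC replicate 1. The respiratory chain count was 0, 0, 1, 3, 4, 3 and 22 without GLU replicates 1, 2 and 3, HMO replicate 2 and LAC replicates 1, 2 and 3; 5 immediate-early genes rose without GLU replicate 1 or 2, and 1 and 5 chemokines without GLU replicate 2 and LAC replicate 3.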

**Table 1:** Summary of the RNA-Seq gene expression analysis. Numbers of genes that had significant expression changes in Caco-2 cells

Strain	Comparison	Expression change^a^
*B. breve* SC95	GLU vs HMO	12 genes upregulated and 61 genes downregulated by HMO
	LAC vs HMO	196 genes upregulated and 144 genes downregulated by HMO
	GLU vs LAC	96 genes upregulated and 426 genes downregulated by LAC
*B. infantis* ATCC 15697	GLU vs HMO	107 genes upregulated and 178 genes downregulated by HMO
	LAC vs HMO	21 genes upregulated and 37 genes downregulated by HMO
	GLU vs LAC	97 genes upregulated and 48 genes downregulated by LAC

^a^Genes with statistically significant changes in expression

Co-incubation of Caco-2 cells with *B. infantis* ATCC 15697 also modified Caco-2 gene expression as a function of carbon source (Table 1). There were 107 genes upregulated and 178 genes downregulated by HMO compared to GLU and upregulation of 21 genes and downregulation of 37 genes by HMO compared to LAC. When comparing GLU vs LAC grown *B. infantis* ATCC 15697, 148 genes were upregulated and 97 genes were downregulated by LAC (Table 1). List of these genes with significant changes in expression and their RPKM values are provided in Additional file 1 and Additional file 2.

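Genes that Additional file 2 lists on more than 1 line were counted once, so that 144, 195, 426 and 96 lines gave the 140, 189, 416 and 92 genes below. Of its 61 genes lower on HMO than on GLU, 48 had enough reads for edgeR; all 48 had a negative log2 fold change and 19 passed, the chemokines, NF-kB regulators and ICAM1 among them. Among those that did not pass, IER3, a regulator of cell survival, had a log2 fold change of -0.77 (edgeR adjusted p = 0.182), and ZFP36, which degrades mRNAs of cytokines, had -0.74 (edgeR adjusted p = 0.178). JUN, a subunit of AP-1, had -0.63 (edgeR adjusted p = 0.205) against GLU and -0.80 (edgeR adjusted p = 0.00925) against LAC. IRAK2, a kinase of Toll-like receptor signaling, had -0.71 (edgeR adjusted p = 0.0760) and -0.68 (edgeR adjusted p = 0.0201). Against LAC, IRAK2 did not pass without HMO replicate 1, 2 or 3 or LAC replicate 1. Of 140 genes lower on HMO than on LAC, 122 were tested, 121 had the same sign and 85 passed; of 189 higher, 177 were tested, all had the same sign and 101 passed. Of 416 genes lower on LAC than on GLU, 392 were tested and 290 passed, and of 92 higher, 82 were tested and 67 passed. Of 12 genes higher on HMO than on GLU, 3 were tested and none passed edgeR, and neither DESeq2 nor limma called any gene higher. The genes were chosen by the study on these libraries, so their directions are not independent evidence.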

To compare the differential effects of bifidobacterial strain and carbon source on the Caco-2 cell transcriptome, between-strain differential gene expression was examined for each of the three carbon sources. The number of Caco-2 genes differentially expressed in response to co-incubation with *B. infantis* compared with *B. breve* for each carbon source is listed in Fig. 2. For example, there are 2596 Caco-2 genes that are differentially expressed in response to GLU-fed *B. infantis* compared to GLU-fed *B. breve* that are not also differentially expressed in response to HMO- or LAC-fed strains. The carbon source of glucose elicits the biggest bifidobacteria strain effect on Caco-2 gene expression. Meanwhile, the use of HMO as a carbon source appears to reduce the difference between strains. If the choice of carbon source were unimportant, the intersection of the gene expression results (Fig. 2) should be quite high. However, that is not the case. The intersection of the three carbon sources is rather small (Fig. 2), suggesting that the choice of carbon source definitively affects Caco-2 response to different bifidobacteria strains. Thus, the differential response of Caco-2 cells to the two different bifidobacteria strains is highly dependent on the carbon source.

**Fig. 2:**
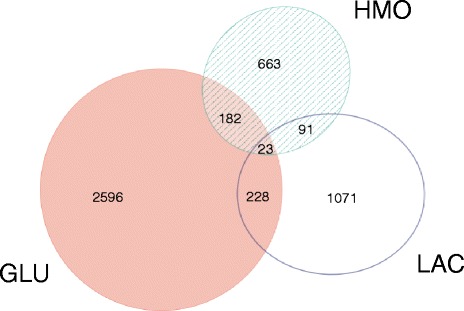
Number of Caco-2 genes differentially expressed between *B. infantis* ATCC 15697 and *B. breve* SC95 in response to different substrates (GLU = glucose, LAC = lactose, HMO = human milk oligosaccharides). Venn diagram prepared using EulerAPE [62]

### Predicted consequences of bifidobacterial carbon source on Caco-2 function

To investigate the functional consequences of bifidobacteria carbon source on Caco-2 cell gene expression, functional annotation clustering was performed using DAVID [37] for each input gene list (Table 1). These results were filtered to obtain terms with statistically significant enrichment for each comparison (Tables 2 and 3). 

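Zinc finger and homeobox genes that changed were mostly higher on HMO than on LAC, and ribosomal protein and immediate-early genes that changed were lower. Of 414 ZNF genes tested, 11 rose and 1 fell (25 and 3 when adjusted over the list alone), but the list as a whole had a median log2 fold change of 0.00 (camera adjusted p = 0.191). ZNF703, a repressor of transcription, rose with a log2 fold change of 0.87 (edgeR adjusted p = 0.00202) and ZNF628 with 1.10 (edgeR adjusted p = 0.00533), while ZNF165 fell with -0.99 (edgeR adjusted p = 0.00748). Of 75 homeobox genes, 6 rose and 1 fell (18 and 2 when adjusted over the list alone, camera adjusted p = 5.93e-06, and adjusted p = 0.0677 with an estimated correlation). OTX1, a factor of head development, had a log2 fold change of 0.90 (edgeR adjusted p = 0.00878). TGIF1, a repressor of TGF-beta signaling named after its values were seen, was the homeobox gene that fell, but not without GLU replicate 2 or 3, HMO replicate 2 or 3 or LAC replicate 2. Of the 86 cytosolic ribosomal protein genes, 7 fell on HMO (30 when adjusted over the list alone, camera adjusted p = 3.90e-18, and adjusted p = 0.345 with an estimated correlation), among them RPS29 with -1.20 (edgeR adjusted p = 0.00445). Their median was -0.29, and -0.17 without LAC replicate 2. Of 38 immediate-early and AP-1 genes, many of them bZIP or zinc finger transcription factors, 14 fell and none rose (27 fell when adjusted over the list alone, camera adjusted p = 3.23e-30, 0.0366 with an estimated correlation). ATF3, a bZIP factor of stress responses, fell from 50.6 ± 4.20 RPKM on LAC (SD, n = 3) to 21.0 ± 1.12 on HMO, and EGR3 and NR4A3 had log2 fold changes of -2.46 and -2.48 (edgeR adjusted p = 0.000761 and 4.94e-06). The mitochondrially encoded genes rose, 9 of 13 (12 when adjusted over the list alone), with a median of 0.80 (camera adjusted p = 3.90e-18, 0.0457 with an estimated correlation). MT-ND1 had a log2 fold change of 1.08 (edgeR adjusted p = 0.00579). With unique gene reads 6 of the 13 passed and with limma 3, or 0 without the RPKM minimum, where MT-ND1 had an adjusted p of 0.123 (1.59e-07 to 0.123 over all alternatives). Without HMO replicate 2, HMO replicate 3 and LAC replicate 1, the mitochondrial count was 1, 2 and 2, 4, 2 and 4 ZNF genes were higher, 0, 2 and 2 homeobox genes were higher and 1, 1 and 3 ribosomal genes were lower; 7 immediate-early genes fell without HMO replicate 2. The ribosomal count was 4 without GLU replicate 2 and 11 without HMO replicate 1, 18 and 19 ZNF genes were higher without LAC replicates 2 and 3, and with GC content corrected 3 homeobox genes were higher (median over the list 0.14, before 0.19) and 3 ribosomal genes lower (median -0.34).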

In the co-incubation of *B. breve* SC95 with Caco-2 cells (Table 2), genes that were downregulated by HMO, relative to GLU, were enriched with the annotation term GO:0008009 ~ chemokine activity. 

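Of 14 chemokine ligands with enough reads, 5 fell on HMO relative to GLU and none rose: CXCL1, CXCL2, CXCL3, CXCL8 and CCL20 (9 fell when adjusted over the list alone). CCL20, which attracts dendritic cells and lymphocytes through CCR6, went from 31.1 ± 1.31 RPKM on GLU to 5.28 ± 1.18 on HMO (SD, n = 3), a log2 fold change of -2.48 (standard error 0.18, edgeR adjusted p = 4.49e-06). CXCL8 (interleukin-8), which attracts neutrophils, went from 3.27 ± 1.07 to 0.874 ± 0.102 RPKM, a log2 fold change of -1.84 (standard error 0.26, edgeR adjusted p = 0.00484); its adjusted p was 0.0640 with limma without the RPKM minimum and 0.0727 without HMO replicate 2, the highest over all alternatives (lowest 3.26e-09). CXCL5, named after its values were seen, and CXCL10 had log2 fold changes of -2.66 and -1.68 but did not pass (edgeR adjusted p = 0.307 and 0.205). Over the list, 13 of 14 log2 fold changes were negative, with a median of -1.76 (camera adjusted p = 1.40e-143, 3.40e-05 with an estimated correlation). The median was -1.12 over 18 ligands with unique gene reads, -0.46 over 32 ligands without a filter and -0.48 over the 32 with DESeq2, and lay between -1.85 and -0.06 over all alternatives. The ligands were 26.3% of the genes lower on HMO and 0.101% of the genes tested (one-sided Fisher's exact test, p = 5.30e-12). Among the 10 genes lower by at least 2-fold, they were 5 (p = 1.15e-13, same exact test). The test was planned because the paper reports chemokine activity as enriched in these libraries, so it is not independent evidence.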

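Beyond chemokines, several groups were lower on HMO than on GLU. They were feedback regulators of NF-kB, cytokines, immediate-early genes, EGF receptor ligands, adhesion molecules, genes of lipid oxidation and gluconeogenesis and regulators of apoptosis. Of 26 NF-kB regulators, 6 fell and none rose (11 when adjusted over the list alone, camera adjusted p = 8.05e-43): TNFAIP3, NFKBIA, NFKBIZ, BIRC3, BCL3 and ZC3H12A. NFKBIA, the inhibitor that holds NF-kB in the cytoplasm, had 45.6 ± 4.48 RPKM on GLU and 25.4 ± 1.81 on HMO (SD, n = 3), a log2 fold change of -0.79 (standard error 0.11, edgeR adjusted p = 0.00444). NFKBIZ, a nuclear partner of NF-kB, had -0.86 (standard error 0.10, edgeR adjusted p = 0.00141), and ZC3H12A, a ribonuclease that degrades cytokine mRNAs, had -0.99 (edgeR adjusted p = 0.00286). BCL3 was lower than on GLU, with -0.75 (edgeR adjusted p = 0.0295), and not lower than on LAC, with -0.05 (edgeR adjusted p = 0.881). Of 38 immediate-early and AP-1 genes, 2 fell, FOS and BHLHE40 (13 when adjusted over the list alone, camera adjusted p = 1.34e-30). None of them passed without GLU replicate 2, GLU replicate 3, HMO replicate 1 or HMO replicate 2, and 6 did without GLU replicate 1. No cytokine other than chemokines passed out of 19 (2 fell when adjusted over the list alone, camera adjusted p = 2.48e-06), nor did any of 5 EGF receptor ligands (2 fell when adjusted over the list alone, camera adjusted p = 1.42e-05) or of 23 genes of lipid oxidation and gluconeogenesis (1 fell when adjusted over the list alone, camera adjusted p = 0.00128), although with GC content corrected PLIN2, a coat protein of lipid droplets, fell. Of 26 apoptosis regulators, 1 fell, BIRC3 (2 when adjusted over the list alone, camera adjusted p = 1.06e-06), or 2 without LAC replicate 1 or 2. These lists and those of chemokines and adhesion molecules also passed with an estimated correlation, as did the Table 4 genes, which the study chose on these libraries, so that their result is not independent evidence. A further 6 lists were lower with the preset correlation alone: MAP kinase phosphatases (camera adjusted p = 1.51e-06, and adjusted p = 0.0668 with an estimated correlation), interferon-stimulated genes (0.0383 and 0.439), antimicrobial proteins (1.91e-05 and 0.0520), junction genes (0.00398 and 0.258), cholesterol synthesis (0.0324 and 0.218) and stem markers (0.00532 and 0.0749).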

Several other annotation terms related to inflammation and immunity were also significantly enriched among genes downregulated by HMO grown *B. breve* SC95 (Table 2). 

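No gene group had a member that rose on HMO relative to GLU, although 5 lists leaned upward as a whole. The 86 cytosolic ribosomal protein genes had a median log2 fold change of 0.15, and 0.05 without HMO replicate 1 and 0.08 without GLU replicate 3 (camera adjusted p = 2.39e-11, and adjusted p = 0.439 with an estimated correlation). For 83 nuclear respiratory chain genes it was 0.11, and 0.03, 0.16 and 0.19 without HMO replicate 1, HMO replicate 3 and GLU replicate 1 (camera adjusted p = 9.95e-07, and adjusted p = 0.511 with an estimated correlation). The 13 mitochondrially encoded genes had 0.13, and -0.01, 0.20 and 0.08 without GLU replicate 3, GLU replicate 2 and HMO replicate 2 (camera adjusted p = 0.0116, and adjusted p = 0.479 with an estimated correlation). Histone genes, 35 tested, had 0.07 and the ZNF genes 0.03 (camera adjusted p = 0.0132 and 0.0240, and adjusted p = 0.439 for both with an estimated correlation). The histone median was -0.03, 0.12, 0.13 and 0.02 without HMO replicates 1 and 2 and GLU replicates 1 and 2, and the ZNF median 0.00 and 0.08 without GLU replicates 1 and 3.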

There was no significant enrichment of annotation terms for genes up-regulated by HMO grown, relative to GLU grown, *B. breve* SC95. Likewise, genes downregulated by HMO-fed *B. breve* SC95, relative to LAC-fed, were also enriched with the annotation term “chemokine activity.”

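Relative to LAC, 8 of 14 chemokine ligands fell on HMO and none rose (11 fell when adjusted over the list alone): CXCL1, CXCL2, CXCL3, CXCL5, CXCL8, CXCL10, CCL4 and CCL20. CCL20 had 104 ± 14.3 RPKM on LAC (SD, n = 3), a log2 fold change of -4.28 (standard error 0.18, edgeR adjusted p = 7.43e-09), and CXCL8 had 4.77 ± 1.05 RPKM, a log2 fold change of -2.42 (standard error 0.26, edgeR adjusted p = 0.000173). CXCL5, a neutrophil attractant, had -3.71 (edgeR adjusted p = 0.00294). CXCL10, which attracts T cells, had -2.03 (edgeR adjusted p = 0.00948), and without HMO replicate 3 its adjusted p was 0.0607, the highest over all alternatives (lowest 0.000417). CCL4, which attracts monocytes and T cells, had -3.91 (edgeR adjusted p = 0.00513). The median over the list was -2.23 (camera adjusted p = 5.02e-65, 0.000314 with an estimated correlation). It was -1.41 without LAC replicate 2, -1.45 without HMO replicate 3, -0.71 over 18 ligands with unique gene reads and -0.58 over 32 ligands without a filter, and lay between -2.43 and -0.08 over all alternatives. The ligands were 6.25% of the genes lower on HMO than on LAC (one-sided Fisher's exact test, p = 1.17e-13) and 8 of the 37 lower by at least 2-fold (p = 3.28e-18, same exact test). Here too the paper had reported the enrichment from these libraries, so the test is not independent evidence.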

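Against LAC, 6 NF-kB regulators, 4 cytokines, 3 genes of lipid oxidation and gluconeogenesis, 2 EGF receptor ligands and the apoptosis regulator BIRC3 fell on HMO and no member of these lists rose (10, 7, 4, 2 and 4 when adjusted over the list alone). The lists had camera adjusted p-values of 1.84e-13, 7.67e-06, 0.000317, 0.00184 (EGF receptor ligands, and adjusted p = 0.0716 with an estimated correlation) and 2.25e-06 in that order. PCK1, the rate-limiting enzyme of gluconeogenesis, had a log2 fold change of -1.33 (edgeR adjusted p = 0.00465) and PDK4, which inhibits pyruvate dehydrogenase, had -1.06 (edgeR adjusted p = 0.0121). The growth factors AREG and EREG had -0.66 and -0.92 (edgeR adjusted p = 0.0366 and 0.0280). With an estimated correlation, the lists that passed against GLU passed against LAC as well apart from the EGF receptor ligands, and the mitochondrially encoded genes passed too; among them the Table 4 genes were chosen by the study on these libraries. The cytokine count was 2, 1, 1 and 2 without HMO replicates 1, 2 and 3 and LAC replicate 1, the lipid count 1 without HMO replicate 2 or 3, and the count of EGF receptor ligands 0 without HMO replicate 2, HMO replicate 3 or LAC replicate 1 and 1 without GLU replicate 2, GLU replicate 3, HMO replicate 1 or LAC replicate 3. The apoptosis count was 2 without GLU replicate 1 or LAC replicate 3 and 4 without LAC replicate 2. With GC content corrected, 2 apoptosis regulators and 1 EGF receptor ligand fell.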

**Table 2:** Enriched annotation terms with significant changes in Caco-2 cells exposed to *B. breve* SC95 grown on different carbon sources

GLU vs HMO comparison: cluster annotation of genes downregulated by HMO		
Enrichment score	Term^1^	Gene count
8.8	GO:0008009 ~ chemokine activity	9
4.2	GO:0005576 ~ extracellular region	19
3.8	GO:0050900 ~ leukocyte migration	5
2.9	GO:0048514 ~ blood vessel morphogenesis	6
2.8	GO:0006915 ~ apoptosis	9
2.7	GO:0051101 ~ regulation of DNA binding	5
2.7	GO:0031328 ~ positive regulation cellular biosynthetic process	10
2.3	GO:0043066 ~ negative regulation of apoptosis	7
2.1	GO:0031349 ~ positive regulation of defense response	4
1.9	GO:0002763 ~ positive regulation myeloid leukocyte differentiation	3
HMO vs LAC comparison: cluster annotation of genes upregulated by HMO		
Enrichment score	Term^1^	Gene count
9.5	GO:0045449 ~ regulation of transcription	58
4.6	IPR015880:Zinc finger, C2H2-like	24
2.8	IPR012287:Homeodomain-related	10
HMO vs LAC comparison: cluster annotation of genes downregulated by HMO		
Enrichment score	Term^1^	Gene count
6.4	GO:0008009 ~ chemokine activity	8
5.9	GO:0042981 ~ regulation of apoptosis	21
5.0	GO:0043066 ~ negative regulation of apoptosis	13
4.2	GO:0031328 ~ positive regulation cellular biosynthetic process	18
3.3	IPR004827:Basic-leucine zipper (bZIP) transcription factor	6
3.1	GO:0051272 ~ positive regulation of cell motion	7
3.1	GO:0051674 ~ localization of cell	10
2.7	GO:0005840 ~ ribosome	8
2.7	GO:0051090 ~ regulation of transcription factor activity	6
2.6	GO:0001525 ~ angiogenesis	7
2.4	GO:0010557 ~ positive regulation macromolecule biosynthesis	14

Term^1^: Annotation terms with enrichment score ≥1.3, p value (EASE score) ≤0.05 and globally corrected enrichment Benjamini *p*-value (to control family-wide false discovery rate) ≤0.05 were selected

**Table 3:** Enriched annotation terms with significant changes in Caco-2 cells exposed to *B. infantis* ATCC 15697 grown on different carbon sources

GLU vs HMO cluster annotation of genes downregulated by HMO		
Enrichment score	Term	Gene count
3.51	IPR000558:Histone H2B	4
3.16	GO:0032993 ~ protein-DNA complex	8
3.07	GO:0003677 ~ DNA binding	33
HMO vs LAC cluster annotation of genes downregulated by HMO		
Enrichment score	Term	Gene count
5.68	GO:0008009 ~ chemokine activity	6
2.63	GO:0005615 ~ extracellular space	8

Functional enrichment analysis of the Caco-2 cell genes modulated by *B. infantis* (Table 3) also showed the modulation of “chemokine activity” by HMO. Relative to LAC-fed *B. infantis*, HMO-fed *B. infantis* downregulated Caco-2 cell genes associated with “chemokine activity.” However, this difference was not seen in the comparison between HMO-fed and GLU-fed *B. infantis*. There was no significant enrichment of annotation terms for genes upregulated by HMO-fed *B. infantis* compared to either GLU- or LAC-fed. 

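With B. breve SC95, 17 of the 19 genes lower on HMO than on GLU were also lower than on LAC. They include all 5 chemokine ligands, ICAM1, FOS and the NF-kB regulators other than BCL3. BCL3 and BHLHE40, a repressor of transcription, were not among them, although all 19 had a negative log2 fold change against LAC. BHLHE40 had a log2 fold change of -0.79 (edgeR adjusted p = 0.0193) against GLU and -0.43 (edgeR adjusted p = 0.0967) against LAC. Independent sets of these sizes would share 0.175 genes, a value that leaves out the HMO libraries common to both comparisons. In 50 simulated draws without true changes at most 1 gene was shared, but such draws call few genes at all and say little about sets with true changes, so part of the overlap may come from the common HMO libraries. Cells exposed to B. infantis were not analysed.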

In summary, consumption of HMO by two different bifidobacterial strains was associated with downregulation of inflammation-related signaling in Caco-2 cells.

### Expression of inflammation related genes is reduced by HMO-grown bifidobacteria

Heat maps summarizing significantly differentially expressed inflammation–related genes in Caco-2 cells co-incubated with *B. infantis* and *B. breve* are shown in Figs. 3 and 4, respectively. 

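With B. breve SC95, 35 of the 40 testable genes among the 45 labels of Fig. 4 had a lower level on HMO than on GLU, and 34 had a lower level than on LAC. Against GLU, 11 fell and none rose (25 fell when adjusted over the list alone); against LAC, 29 fell and PDE4A and RFX1 rose (33 and 5 when adjusted over the list alone). The 11 are the 5 chemokines, ICAM1, FOS, TNFAIP3, NFKBIA, BIRC3 and BCL3. Those with a higher level on HMO than on GLU were C8B, LAT, MUC1, PDE4A and PLA2G4A, of which none passed; PDE4A, RFX1 and the others are named after their values were seen. The median log2 fold change was -0.67 against GLU and -0.89 against LAC. BIRC3 fell from 13.6 ± 3.62 RPKM on LAC (SD, n = 3), a log2 fold change of -2.60 (edgeR adjusted p = 1.72e-06) against LAC, and NFKBIA had -1.01 (edgeR adjusted p = 0.000266) and NFKBIZ -1.06 (edgeR adjusted p = 9.24e-05). The study chose the labels on these libraries, so their direction is not independent evidence.

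**Figure D1:**
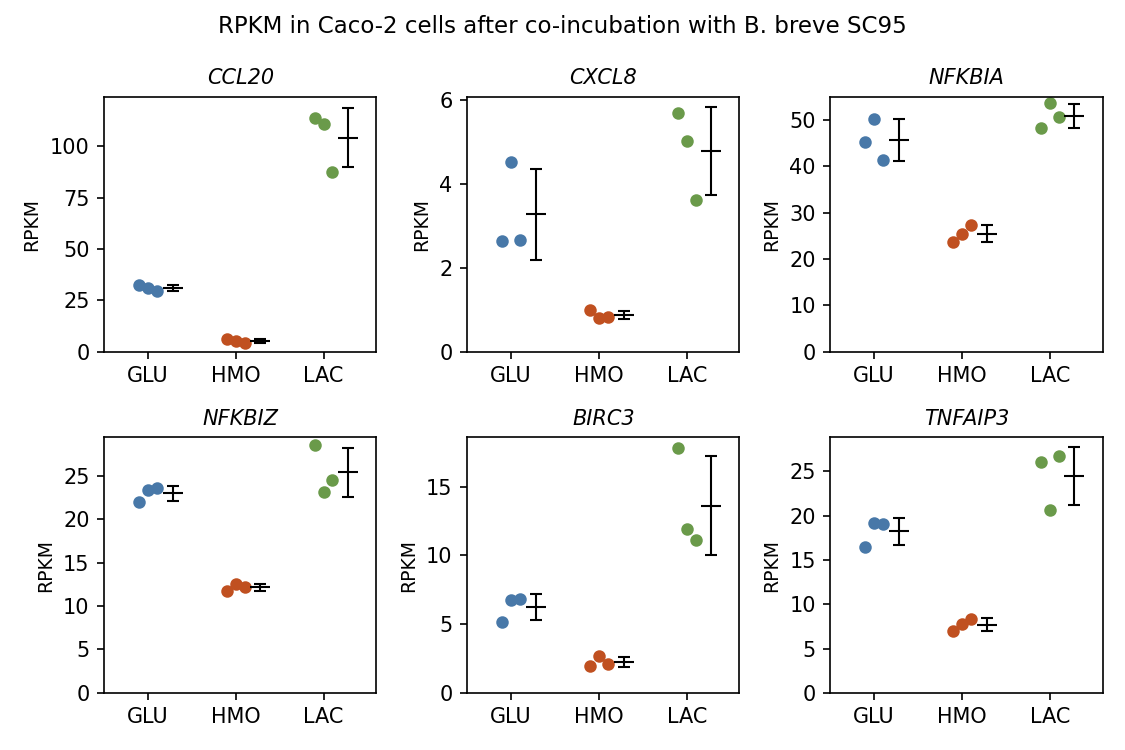
RPKM (vertical axis) of CCL20, CXCL8, NFKBIA, NFKBIZ, BIRC3 and TNFAIP3 in Caco-2 cells by carbon source of the bacteria (horizontal axis), with 1 point per library and a black bar for the mean ± SD (n = 3). In each of the 6 genes the 3 libraries on HMO lie below all libraries on GLU and on LAC; the mean of NFKBIZ was 23.0 RPKM on GLU, 12.2 on HMO and 25.4 on LAC.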

Nearly all of these genes are downregulated by HMO feeding relative to either GLU or LAC or both.

**Fig. 3:**
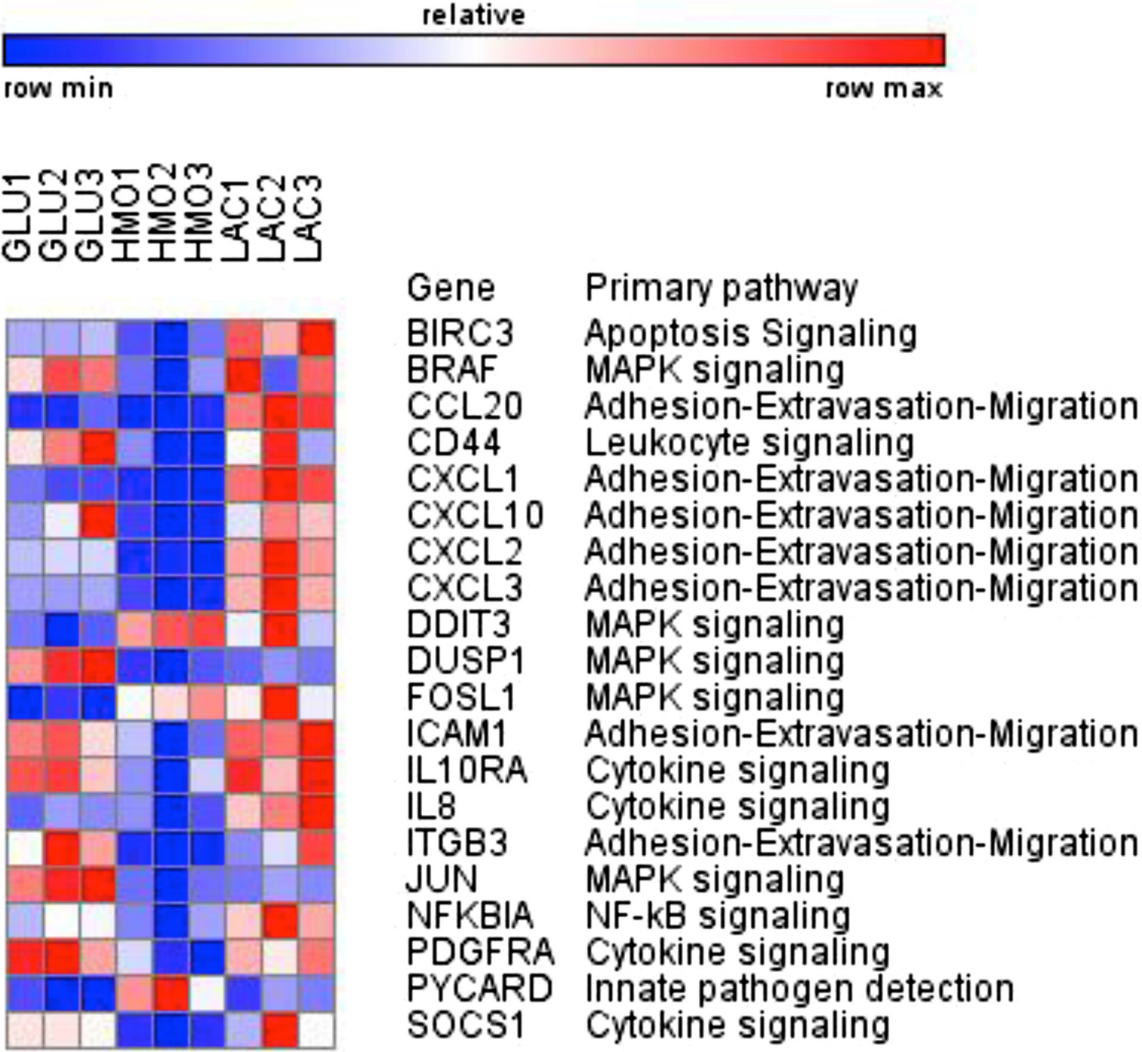
Heat map of inflammation related genes with significant changes in expression in Caco2 cells exposed *B. infantis* ATCC 15697 grown in GLU, HMO or LAC. Three replicates are shown for each sugar

**Fig. 4:**
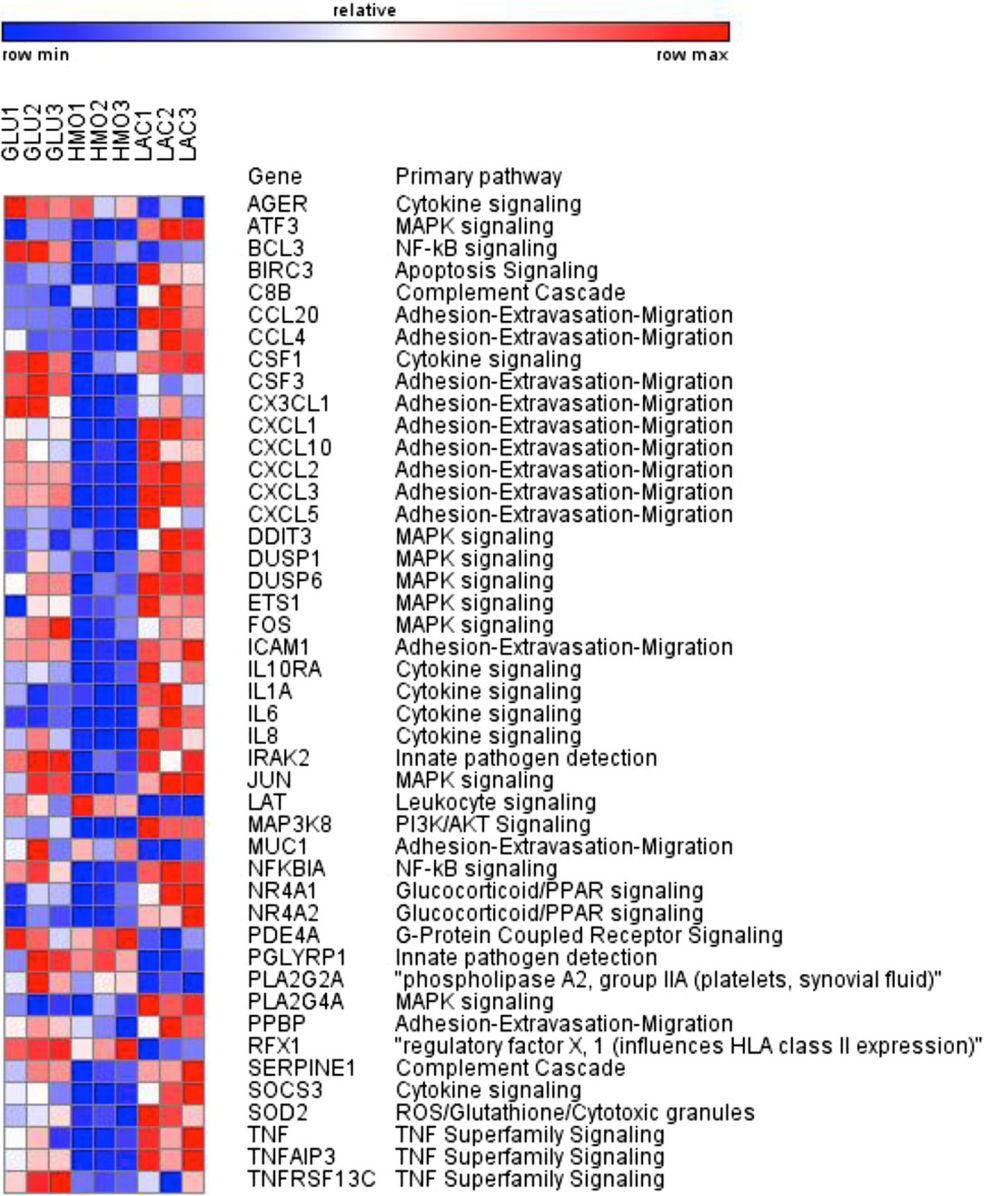
Heat map of inflammation related genes with significant changes in expression in Caco2 cells exposed *B.breve* SC95 grown in GLU, HMO or LAC. Three replicates are shown for each sugar

Necrotizing enterocolitis (NEC) is a very common emergency occurring in pre-term infants. Previous studies have shown that NEC can be prevented by probiotics perhaps in part because they modulate the immune mediated gene expression in enterocytes [38]. Given that the functional enrichment analyses and the heat maps (Figs. 3 and 4) pointed to chemokine-related changes in gene expression in the Caco-2 cells exposed to bifidobacteria grown in different carbon sources, we specifically investigated genes involved in inflammation. Expression of *CXCL1, CXCL2* and *CXCL3* were downregulated by HMO feeding of both strains of bifidobacteria (Fig. 5a and b). 

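CXCL1, CXCL2 and CXCL3 encode chemokines that attract neutrophils and lie close together on chromosome 4 of GRCh37. CXCL1 (from 74735110 to 74736959) had 51.2 ± 5.08 RPKM on GLU, 7.63 ± 1.15 on HMO and 87.3 ± 10.5 on LAC (SD, n = 3). CXCL2 (from 74962793 to 74965010) had 24.0 ± 0.480, 5.08 ± 1.07 and 30.3 ± 2.57 RPKM, and CXCL3 (from 74902306 to 74904524) had 24.4 ± 1.29, 4.43 ± 0.366 and 30.8 ± 2.32 RPKM. Against GLU, the log2 fold change of CXCL1 was -2.69 (standard error 0.15, edgeR adjusted p = 2.27e-07), that of CXCL2 -2.19 (standard error 0.17, edgeR adjusted p = 7.03e-06) and that of CXCL3 -2.40 (standard error 0.13, edgeR adjusted p = 2.27e-07). Against LAC, CXCL1 had -3.51 (standard error 0.15, edgeR adjusted p = 7.43e-09), CXCL2 -2.58 (standard error 0.17, edgeR adjusted p = 8.10e-07) and CXCL3 -2.79 (standard error 0.13, edgeR adjusted p = 1.16e-08). CXCL1 was also higher on LAC than on GLU, with 0.83 (edgeR adjusted p = 0.00814), but not without GLU replicate 2 (adjusted p = 0.0607; 5.90e-06 to 0.0607 over all alternatives). CXCL2 and CXCL3 did not pass (0.39 and 0.39, edgeR adjusted p = 0.133 and 0.0649), though CXCL3 did without LAC replicate 3 (edgeR adjusted p = 0.0270) and with DESeq2 (adjusted p = 0.0336; 0.0270 to 0.218 over all alternatives). For each of the 3 genes every library on HMO lay below every other library (exact permutation test against either source, two-sided p = 0.10, the smallest that 3 against 3 allow). The 3 genes are close paralogs, and the test used reads that map to 1 place only. From the annotation terms and heat maps that pointed to chemokines, the paper turns to these genes. From the lower chemokine gene expression with both strains, it proposes that HMO primes bifidobacteria to elicit an anti-inflammatory state in intestinal epithelial cells.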

Another cell adhesion and chemotaxis target gene that has shown higher expression in NEC is *ICAM1* [39] and interestingly this gene was significantly downregulated in Caco-2 cells exposed to both *B. infantis* ATCC 15697 and *B. breve SC95* grown in HMO (Figs. 3 and 4).

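ICAM1, which binds integrins of leukocytes, lies on chromosome 19 of GRCh37 from 10381517 to 10397291. It had 12.6 ± 0.221 RPKM on GLU, 5.68 ± 0.433 on HMO and 14.1 ± 1.33 on LAC (SD, n = 3). Its log2 fold change on HMO was -1.10 (standard error 0.11, edgeR adjusted p = 0.000143) against GLU and -1.32 (standard error 0.11, edgeR adjusted p = 8.84e-06) against LAC. Between LAC and GLU it was 0.22 (edgeR adjusted p = 0.210). Every library on HMO lay below every other library (exact permutation test against either source, two-sided p = 0.10, the smallest that 3 against 3 allow).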

**Fig. 5:**
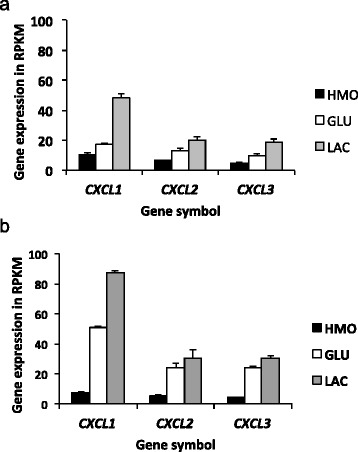
Expression of CXCL1, CXCL2 and CXCL3 genes in **a** *B. infantis* ATCC 15697 grown on HMO, GLU or LAC, and **b** *B. breve* SC95 grown on HMO, GLU or LAC. Expression of these genes were significantly downregulated by HMO grown bifidobacteria

Aberrant modulation of gut bacteria, such as bifidobacteria, has been implicated in inflammatory bowel disease (IBD) [40, 41]. Therefore, we screened candidate genes for ulcerative colitis (UC) and Crohn’s disease for significant changes in expression in the RNA-Seq data. Numerous candidate genes were downregulated in Caco-2 cells exposed to *B. infantis* ATCC 15697 and/or *B. breve SC95* grown on HMO (Table 4). 

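Of the Table 4 genes of B. breve SC95, TNFAIP3, FOS and ICAM1 fell on HMO against both GLU and LAC. TNFAIP3 (A20), a ubiquitin-editing enzyme that limits NF-kB signaling, had 18.2 ± 1.55 RPKM on GLU, 7.71 ± 0.690 on HMO and 24.5 ± 3.30 on LAC (SD, n = 3), and a log2 fold change of -1.19 (standard error 0.12, edgeR adjusted p = 0.000143) against GLU and -1.68 (standard error 0.12, edgeR adjusted p = 1.72e-06) against LAC. FOS, a subunit of AP-1, had 45.3 ± 5.00, 26.2 ± 3.83 and 39.9 ± 3.51 RPKM and log2 fold changes of -0.75 (edgeR adjusted p = 0.0268) against GLU and -0.62 (edgeR adjusted p = 0.0212) against LAC. Against GLU, its adjusted p was 0.191 without GLU replicate 2, 0.250 without GLU replicate 3, 0.234 without HMO replicate 1 and 0.319 without HMO replicate 2, and against LAC 0.0632 without HMO replicate 1 and 0.121 without HMO replicate 2 (edgeR; over all alternatives 2.60e-05 to 0.319 and 0.000450 to 0.121). TNF had 0.185, 0.0601 and 0.339 RPKM and fell against LAC, with -2.52 (edgeR adjusted p = 0.0177), but not without HMO replicate 1, 2 or 3 or LAC replicate 1 (adjusted p = 0.0563, 0.0913, 0.0671 and 0.0549; 0.00848 to 0.0913 over all alternatives). LTB (lymphotoxin beta) fell against LAC with -2.33 (edgeR adjusted p = 0.0138), but not without HMO replicate 2 or 3 (adjusted p = 0.0658 and 0.0565; 0.00401 to 0.0658 over all alternatives), and MAP3K8, a kinase upstream of ERK, with -0.82 (edgeR adjusted p = 0.00137). DOK3, RASIP1, MUC1 and LAT, adaptor and membrane proteins, had higher levels on HMO than on LAC that did not pass, with 1.18, 0.77, 0.97 and 0.35 (edgeR adjusted p = 0.0930, 0.0672, 0.107 and 0.575). DOK3 passed with limma (adjusted p = 0.0236) and with total exon reads (0.0108), where all alternatives gave up to 0.344, and RASIP1 with exon length corrected (0.0442), where they gave up to 0.408. TNFRSF18 had 1 or 2 unique exon reads per library on HMO and 4 to 8 on GLU and LAC, too few to be tested. Of the 13 genes tested, 3 fell against GLU (6 when adjusted over the list alone, camera adjusted p = 1.99e-20) and 6 against LAC (6 lower and 4 higher when adjusted over the list alone, camera adjusted p = 8.10e-06); without HMO replicate 2, 3 fell against LAC. Since the study picked them on these libraries, this is not independent evidence.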

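Among 10 leukocyte adhesion molecules tested in cells exposed to B. breve SC95, ICAM1 alone was lower on HMO, against GLU and against LAC (also 1 of 10 in both when adjusted over the list alone). With GC content corrected, 2 were lower than on LAC, ICAM1 and ICAM5. The list as a whole had a median log2 fold change of -0.08 against GLU, which was -0.03, -0.01, -0.12 and -0.03 without GLU replicate 3 and HMO replicates 1, 2 and 3 (camera adjusted p = 0.000215, 0.0323 with an estimated correlation) and -0.22 against LAC (camera adjusted p = 0.000607, 0.0366 with an estimated correlation). CD44, the hyaluronan receptor, had a log2 fold change of -0.19 against GLU, and F11R, an adhesion molecule of tight junctions, had -0.13, and neither passed. Against LAC, CD58, the ligand of CD2 on T cells, had -0.49 (edgeR adjusted p = 0.181) and the junctional molecule JAM3 had -0.35 (edgeR adjusted p = 0.241).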

*ICAM1,* which is known to be highly expressed in both Crohn’s disease and UC relative to controls [42], was downregulated in Caco-2 cells exposed to either HMO-fed bifidobacterial strain.

**Table 4:** Known candidate genes for Crohn’s disease and IBD with significant changes of expression in Caco-2 cells exposed to bifidobacteria strains grown on different carbon sources

Comparison	*B. infantis*	*B. breve*
GLU vs HMO		
Upregulated by HMO	LTB	None
	TNNI2	
Downregulated by HMO	LRRK2	FOS
	SOCS1	ICAM1
		TNFAIP3
		TNFRSF18
LAC vs HMO		
Upregulated by HMO	None	DOK3
		LAT
		MUC1
		RASIP1
Downregulated by HMO	ICAM1	FOS
	LRRK2	ICAM1
		LTB
		MAP3K8
		TNF
		TNFAIP3
		TNFRSF18

Candidate genes for Crohn’s disease: *LTB, LRRK2, ICAM1, LAT, MUC1, RASIP1, TNF*

Candidate genes for Ulcerative colitis: *TNNI2, SOCS1, FOS, TNFAIP3, TNFRSF18, DOK3, MUC1, MAP3K8*

## Discussion

Commensal bifidobacteria have been associated with regulation of intestinal inflammation [38, 43, 44]. Bifidobacteria are normal residents of the human intestine, commonly found in the infant gut and particularly enriched in the intestine of breastfed infants [14]. *B. infantis* and *B. breve* are often dominant members of the breastfed infant gut microbiota [30] and have been linked to a modulatory role in intestinal inflammation and regulation of the immune response at the gut associated lymphoid tissue [45]. It is well accepted that bifidobacteria overrepresentation in nursing infants brings benefits to the neonate [17].

One of the major driving forces that underlie bifidobacterial predominance in infants is the ability to consume HMOs. In a previous study, we demonstrated that growth on HMOs significantly increased the binding of *B. infantis*, but not *B. bifidum*, to intestinal cells [26]. Consistent with that study, we found that HMO-grown *B. infantis* showed significant adherence to Caco-2 cells. More recently, we have characterized unique strains of *B. breve* that grow well on HMO [19] which led us to hypothesize that these strains might also exhibit an HMO-induced binding phenotype. However, unlike *B. infantis*, *B. breve* SC95 showed low percentage of binding with Caco-2 cells, regardless of the growth medium. Previous studies demonstrate that the adherence of *B. breve* to Caco-2 cells is strain-specific and that adherence of a high-adhering strain of *B. breve* is almost totally abolished with trypsin or pronase treatment of the culture [46]. In the current protocol we have discarded the spent culture and this may explain the low binding percentage of *B. breve* SC95*.* An interesting future study design would be to include the spent culture of bifidobacteria in Caco-2 binding assays. The transcriptomic changes of Caco-2 cells evoked by *B. breve* may result from the constitutive expression of surface structures or the production of soluble factors. There is evidence that bifidobacteria exert an indirect effect on intestinal inflammation, due to the release of soluble factors that reduce inflammation [38].

Taken together, both strain and carbon source affect the binding affinity of bifidobacteria to IECs. In a previous study, we found that HMO-grown *B. infantis* increased the expression of genes involved in promoting integrity of the barrier function [26]. However, that study was a targeted approach in which only a few genes were probed. Here, we employed a high-throughput sequencing method to obtain an overview of all gene expression in Caco-2 cells upon incubation with *B. infantis* ATCC 15697 and *B. breve* SC 95 grown in different carbon sources. With each bifidobacterial strain, the supplied carbon source—GLU, LAC, or HMO—significantly affected gene expression in Caco-2 cells. Interestingly, even though the adhesive ability of *B. breve* was low, it still elicited a significant transcriptional response in Caco-2 cells, altering even more genes than *B. infantis.* These observations suggest that mechanisms additional to that of direct binding of *B. breve* are important to promote gene expression changes in Caco-2 cells. Indirect mechanisms, such as the production of soluble factors by *B. breve* during interaction with IECs, may underlie the gene expression changes and it should be investigated.

In a non-hypothesis driven assessment of Caco-2 gene expression in response to bifidobacteria grown on different carbon sources, we found that growth on HMOs substrate reduced inflammation-related signaling. The reduced expression of genes related to chemokine activity in the presence of HMO-grown bifidobacteria occurred independent of bifidobacterial strain, suggesting that prebiotic HMO primes bifidobacteria to elicit an anti-inflammatory state in IECs. RNA-Seq analysis showed significant downregulation of three chemokines in CXCL family: *CXCL1, CXCL2* and *CXCL3.* These chemokines play an active role in development of gastrointestinal diseases marked by inflammatory response such as gastritis, necrotizing enterocolitis (NEC), ileitis, ulcerative colitis [47] and inflammatory bowel diseases (IBD) [48]. Mouse studies have showed an association between higher incidence of necrotizing enterocolitis and elevated intestinal expression of *CXCL1* mRNA [49]. A recent study where *B. infantis* was administered to mouse pups that are prone to NEC has shown significant downregulation of *CXCL1* gene in the intestinal epithelium [43]. The *in vivo* blocking of *CXCL2* has been shown to alleviate inflammation related bowel injuries [50]. *CXCL1, CXCL2* and *CXCL3* are positively associated with tumor associated angiogenesis and depletion of these three chemokine factors have inhibited the tumor growth in mice [51]. 

Given the effect of HMO-grown bifidobacteria on inflammatory related signaling in Caco-2 cells in this study, we specifically reviewed the Caco-2 transcriptome data in the context of known candidate genes associated with NEC, Crohn’s diseases and ulcerative colitis. Several candidate genes associated with these bowel diseases are significantly regulated by HMO-grown bifidobacteria (Table 4). Expression of intracellular adhesion molecule-1 (*ICAM1*) was significantly downregulated by *B. breve* and *B. infantis* grown in HMO. *ICAM1*, located in the luminal surface of the intestinal epithelium, is a ligand for neutrophils. *ICAM1* facilitates the transepithelial migration of neutrophils and their accumulation in the luminal surface of the intestine, which contributes to mucosal injury leading to conditions such as ulcerative colitis [52]. Therefore the decreased expression of *ICAM1* by *B. breve* and *B. infantis* grown in HMO may aid to reduce the risk of NEC in infants and inflammatory bowel disease in adults. These results highlight the therapeutic potential to prevent or possibly ameliorate IBD with synbiotics that include both bifidobacteria and milk oligosaccharides.

## Conclusions

This study presents an initial assessment of the transcriptomic changes of intestinal epithelial cells evoked by commensal bifidobacteria grown on different sugars. We provide evidence that consumption of HMOs, which are abundant in the gastrointestinal tract of nursing infants, promotes a beneficial interaction between bifidobacteria and the intestinal epithelium. Consumption of free milk glycans by bifidobacteria leads to reduced expression of inflammatory genes, contributing to maintenance of the integrity of the intestinal mucosa. Our study represents a major step towards a better understanding of bifidobacteria-host interactions that take place in the infant gut, which can be applied to the use of bifidobacteria as probiotics to promote gut health. Moreover, the results presented herein provide support for the use of prebiotic HMOs as the best growth substrate for bifidobacteria, not only by supporting their growth to high densities and contributing to niche occupation, but also by inducing protective responses in the host.

## Methods

### Bacterial strains and culture conditions

*Bifidobacterium longum* subsp. *infantis* ATCC 15697 and *B. breve* SC95 were routinely grown for 48 h anaerobically at 37 °C in the semisynthetic de Man-Rogosa-Sharpe (MRS) broth or MRS agar (Becton Dickinson) supplemented with 1 % (wt/vol) L-cysteine. Single colony isolates were inoculated into modified MRS (mMRS) without sugar supplemented with 2 % of filter-sterilized (wt/vol) lactose (LAC) (Sigma Aldrich), 2 % glucose (GLU) (Fisher) or 2 % purified human milk oligosaccharide mixture (HMO) as the sole carbon source. HMO was kindly provided by the laboratory of Dr. Bruce German (Department of Food Science and Technology, University of California, Davis) and purified according to the method described in Gnoth et al. [53].

### Caco-2 cell culture

Enterocyte-like human colon adenocarcinoma (Caco-2) cells were obtained from the American Type Culture Collection (ATCC® HTB37™). These cells undergo spontaneous differentiation during culture, expressing some transporters and metabolic enzymes normally present in the gut [54]. Caco-2 cells were routinely cultured in 75-cm^2^ flasks at 37 °C in a 5 % CO_2_ constant-humidity environment with medium replaced every 2–3 days. Caco-2 cells were grown using in Dulbecco’s modified Eagle medium (DMEM) containing 20 % heat-inactivated fetal calf serum (FBS), 1 % nonessential amino acids, 50 IU/mL penicillin, and 50 μg/mL streptomycin. Cells were subcultured at 80 % confluence by adding 0.25 % trypsin/0.9 mM EDTA solution (Invitrogen, CA). For adhesion and gene expression assays, Caco-2 cells were seeded in 24-well plate (2 cm^2^/well; BD Falcon, Franklin Lakes, NJ) at 1 × 10^5^cells per well. The viable cell number was obtained using a trypan blue and TC20^™^automated cell counter. Caco-2 cell monolayers were used fifteen days after confluence, a time when morphological and functional differentiation is complete [55].

### Adhesion assay

*B. infantis* ATCC 15697 and *B. breve* SC95 from the exponentially grown 48 h-old cultures supplemented with HMO, GLU or LAC were collected by centrifugation (4000 g for 10 min), washed with sterile phosphate-buffered saline (PBS; pH 7.3), and resuspended in DMEM at approximately 1 × 10^8^ cells/mL. For reference purposes (100 % values), 1 ml aliquots of the original bacterial cell suspensions used in the adhesion assay were centrifuged, the cells resuspended in 200 μl trypsin/EDTA plus 200 μl PBS and then frozen and stored at -20 °C until quantification of the bacteria. *B. infantis* ATCC 15697 and *B. breve* SC95 bacterial suspensions were incubated with a monolayer of fully differentiated Caco-2 cells at 37 °C, 5 % CO_2_ for 2 h. All incubations were performed in biologically independent triplicates. After 2 h of incubation, cell monolayers were gently washed three times with PBS, to remove unbound bacteria, and then detached from the plastic surface by incubation with 200 μl trypsin/EDTA per well (10 min, 37 °C). To perform quantification of adherent bacteria, cell suspensions were incubated at 37 °C for 30 min in Gram-positive lysis buffer (20 mM Tris–HCl, 2 mM sodium EDTA, 1.2 % Triton X-100 and 20 mg/ml lysozyme). Quantification of adherent bacteria was performed by quantitative PCR targeting the 16S rRNA gene. The primers employed were as follows: Bif F (5′-TCGCGTCTGGTGTGAAAG-3′) and Bif R (5′-CCACATCCAGCGTCCAC-3′) for *B. infantis* [26]. *B. breve* was analyzed using primers BiBRE-F (5′- CCGGATGCTCCATCACAC-3′) and BiBRER (5′- ACAAAGTGCCTTGCTCCCT-3′). A standard curve for quantification of bifidobacterial strains was generated from serial dilutions of bacterial DNA and used to calculate numbers of bacterial copies. Estimates of the number of bifidobacterial genome copies in the standard were based on a genome size (1.75–2.8 Mb) of the individual strain. Quantitative PCR was performed in a 7500 Fast Real-Time PCR System (Applied Biosystems, CA) using SYBR Green fluorophore. The PCR reactions and melting curves were performed in 20 μl containing 1 μl of each primer, 10 μl SYBR Green PCR Master Mix 2× (Applied Biosystems, CA), and 2 μl of bacterial DNA. The PCR reaction was incubated at 95 °C for 10 min, followed by 40 cycles consisting of 20 s at 95 °C, 20 s 56 °C, and 30 s at 60 °C. Bacterial adhesion was expressed as the number of adherent bacteria divided by total number of bacteria added, multiplied by 100 [26].

### RNA-Seq experiment and data analysis

*B. infantis* ATCC 15697 and *B. breve* SC95 cells were incubated with fully differentiated Caco-2 cell monolayers as described above for the adhesion assay. All incubations were performed in biologically independent triplicates that consisted of independent bacterial cultures and Caco-2 cells that are of different passages. After 2 h of incubation, Caco-2 cell monolayers were gently washed three times with PBS and RNA was extracted from Caco-2 cells using the Trizol method according to the manufacturer’s instructions (Invitrogen, Carlsbad, CA). RNA was quantified by an ND-1000 spectrophotometer (Fisher Thermo, Wilmington, MA), and the quality and integrity was assessed by the spectrophotometer 260/280 ratio, gel electrophoresis and capillary electrophoresis with an Experion bio-analyzer (Bio-Rad, Hercules, CA).

Gene expression analysis was conducted using Illumina RNA-Seq technology. Messenger RNA was isolated and purified using a TruSeq RNA Sample Prep Kit v2 (Illumina, San Diego, CA). The fragments were sequenced at Vincent J. Coates Genomics Sequencing Laboratory of University of California Berkeley using the Illumina HiSeq2000. Sequence reads of 100 bp were assembled and analyzed in RNA-Seq and expression analysis application of CLC Genomics Workbench 5.5.1 (CLC Bio, Aarhus, Denmark). The human genome, *H. sapiens* Build 37.1 (ftp://ftp.ncbi.nih.gov/genomes/H_sapiens/ARCHIVE/BUILD.37.1/) was utilized as the reference genome for the assembly. The following criteria were used to filter the unique sequence reads: minimum length fraction of 0.9; minimum similarity fraction of 0.8; maximum number of two mismatches. Data were normalized by calculating the reads per kilo base per million mapped reads (RPKM = total exon reads/mapped reads in millions × exon length in kb) [56] for each gene and annotated with Ensembl human genome assembly GRCh37.p11 (57,412 total genes).

Significant gene expression changes in Caco-2 cells exposed to *B. infantis* ATCC 15697 or *B. breve* SC95 grown in HMO, GLU or LAC were analyzed using t-tests on log_2_ transformed data (0.5 was added to each number before log transformation to deal with zero counts). Analyses were conducted, 1) on the same strain grown on different sugars 2) between the two strains grown on same sugars. Genes with *p*-value ≤0.05, FDR q ≤ 0.5 and fold change ≥2 were considered to be statistically significant.

Genes with significant change in expression levels were further analyzed using the functional analysis clustering tool of The Database for Annotation, Visualization and Integrated Discovery (DAVID) v6.7 [57]. High classification stringency, enrichment score ≥1.3, *p*-value (EASE score) ≤0.05 and globally corrected enrichment Benjamini *p*-value (to control for family-wide false discovery rate) ≤0.05 were the statistical parameters used to cluster functionally similar annotation terms associated with the input gene list.

Inflammation is a valuable protection system in the body against harmful external and internal stimuli [58]. However the dysfunctional regulation of the intestinal immune system is a contributory factor to many diseases such as necrotizing enterocolitis (NEC) [39], inflammatory bowel disease (IBD) [59], celiac disease, and Crohn’s disease [60]. Loza et al. assembled 1027 inflammation related genes using literature survey and Ingenuity pathway analysis [58]. This gene list was used to extract the inflammation related genes that showed significant changes in expression in our RNA-Seq analysis. Genes with significant changes in expression in the RNA-Seq experiment were also compared to lists of genes associated with Crohn’s disease [61], inflammatory bowel disease and ulcerative colitis [41].

### Availability of supporting data

The raw sequencing data and processed data have been deposited in NCBI’s GEO database. The RNA-Seq experiments involving the co-incubation of Caco-2 cells with *B. infantis* and *B. breve* are deposited as accessions GSE63950 and GSE64017, respectively.

## Additional files

Additional file 1:
**A Microsoft Excel file that contains spreadsheets of Caco-2 genes differentially expressed in response to** ***B. infantis*** **grown on GLU, LAC, or HMO.** (XLSX 86 kb) Additional file 2:
**A Microsoft Excel file that contains spreadsheets of Caco-2 genes differentially expressed in response to** ***B. breve*** **grown on GLU, LAC, or HMO.**

## Abbreviations

HMO: Human milk oligosaccharides
GLU: Glucose
LAC: Lactose
RNA-Seq: RNA sequencing
IECs: Intestinal epithelial cells

How the deposited data were processed for this re-analysis (not part of the article)

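The values given beside the text come from RNA-Seq of Caco-2 cells exposed for 2 h to B. breve SC95 grown on GLU, HMO or LAC, with 3 libraries per carbon source and 9 in all. Cells exposed to B. infantis were left out, since their values over all genes were not at hand and Additional file 1 gives only genes that the study selected. The authors mapped reads of 100 bp to the human genome with CLC Genomics Workbench and annotated genes with GRCh37.p11. The deposited table gives, per gene and library, counts of unique and total reads on exons and on the whole gene, the exon length, RPKM and a transformed value. The deposited RPKM was checked to equal total exon reads scaled by exon length and by total gene reads within 0.1% for 100% of the values, and the deposited transformed value to be log2(RPKM + 0.5). Total exon reads include reads that map to more than 1 place, and unique exon reads do not. The authors also deposited, per comparison, a p-value, a false discovery rate and a ratio of means. The p-value deposited by the authors was used only for added settings that count genes at the paper's thresholds, and ratios were computed from the deposited RPKM. The column that the authors deposited as fold change is a score, the ratio of the mean transformed values of the groups, and was not used.

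Counts of unique exon reads were analysed in R 4.3.3 with edgeR 4.0.16: genes were kept by filterByExpr (minimum count 10, minimum total 15, proportion 0.7), libraries were scaled by TMM, and HMO vs GLU, HMO vs LAC and LAC vs GLU were tested with the quasi-likelihood test in 1 model of the 9 libraries. Adjusted p-values are from Benjamini and Hochberg over 13925 genes, with a threshold of 0.05. Fold changes are log2 values, negative where the first-named source is lower. Of the 55202 genes, 52055 were named from the reference table of gene names, 33 from the Additional files, and the rest kept their identifiers. Library depth was 15147143 to 26373439 unique exon reads. On simulated changes in libraries of this size, edgeR recovered 28 of 67 genes changed by 1.5-fold and 61 of 67 changed by 2-fold between HMO and GLU, with 6 false calls among 13858 genes (with a GC trend of 0.5 log2 units per 10 percentage points put into every simulated HMO library, more than in any real one, 6178 false calls, and 17 once it was corrected); for HMO vs LAC it recovered 32 and 64 of 67, and for LAC vs GLU 42 and 65 of 67. A fold of 1.5 is therefore often missed at this depth and number of libraries. The changes were put only into genes with a mean read count well above the filter's minimum, so recovery among genes with fewer reads was not simulated. Genes were drawn independently and, apart from the GC trend, without shifts shared across a library, so real false calls may be more frequent.

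Genes are named by a rule: every gene the paper names for B. breve SC95, the 10 genes with the largest changes per comparison and direction with at least 1 RPKM and no overlap between libraries, and up to 4 members of each gene list with the smallest adjusted p. The values in Additional file 2, Fig. 4 and Fig. 5 had been seen when the rule was written, and genes outside it are marked. Of 35 gene lists 34 could be tested with camera of limma 3.58.1 (preset correlation 0.01, and again estimated); the list of nuclear-retained long RNAs had no gene with enough reads. The lists are described at the claims and in the closing section, with the number of members that passed over all genes and when adjusted over the list alone. Single genes were also compared by exact permutation tests, and the chemokine ligands by one-sided Fisher's exact tests, both in R. A t-test on log2(RPKM + 0.5), as the paper describes, was run with scipy 1.17.1 in Python 3.11.15 and with equal variances assumed. It used the paper's thresholds of p 0.05, q 0.5 and fold 2. Its q was taken over all 55202 genes of the table, also those without an RPKM. Its p-values differ from those the authors deposited: 574, 1829 and 2825 genes had a p of at most 0.05 in HMO vs GLU, HMO vs LAC and LAC vs GLU, against 338, 1077 and 1680 with the deposited p.

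The alternatives set in advance were no filter, the size factors of DESeq2, only the 6 libraries compared, a replicate block, exon length correction alone and with the block, total exon reads, unique gene reads, mitochondrial and ribosomal protein genes left out, leaving out each library, DESeq2 1.42.0, and limma on log2(RPKM + 0.5), with pseudocounts of 0.1 and 1 and without the minimum of 0.1 RPKM. Replicate numbers were not taken as pairs: 2 of 9 same-numbered pairs of libraries had correlated deviations over 0.1, and the highest correlation, 0.754, was near that of differently numbered pairs, 0.703. A correction for GC content (loess, span 0.5) was added after the fold changes were seen, with the GC content of the longest reference transcript. Settings without the q, with the t-test or the authors' p-value, a ratio of at least 1.5 and at least 0.1 RPKM in 1 group, and settings with the authors' p-value adjusted over the genes tested, were added after the values were seen.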

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

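The GC correction and the test of LAC replicate 3 were chosen after the results were seen; the other tests were set before them.

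For the chemokine and NF-kB genes lower on HMO than on GLU, a trend with GC content is argued against, since all 11 called genes stayed lower with the trend removed (median log2 fold change -1.48, against -1.43 before). Without each HMO library in turn the highest median of these genes was -1.37. They were called with all HMO libraries in the fit, which favors this, so the median cannot decide whether a single HMO library set the pattern. Called anew without HMO replicates 1, 2 and 3, 5, 4 and 5 chemokine ligands were lower. For NF-kB regulators the counts were 5, 4 and 6, so most of these calls did not need any single HMO library. Fitted to the 6 libraries alone, the comparison gave 44 changed genes and the highest other of 10 splits gave 6; 1 split, the real one, reached 44, and 10 splits are too few for a share under 0.05. No library is of cells without bacteria, so a fall on HMO cannot be told apart from a rise on GLU and LAC. A response to HMO-grown bacteria, or to GLU- and LAC-grown bacteria, is a hypothesis that stays open beside an effect of carried-over culture medium or of bacterial numbers. The paper states that the bacteria were washed and brought to about one density in DMEM, which limits both, and the table holds no value that tests either. In the paper's adhesion assay, the share of B. breve SC95 bound to the cells did not differ significantly between carbon sources. That share is relative to the bacteria added and does not give their number in the RNA-Seq wells. Cells given the last wash alone, or counts of bacteria in those wells, would test them.

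Of the genes lower on LAC than on GLU, with the GC trend between libraries removed, 41 of 458 genes stayed lower, and the median log2 fold change of the 458 moved from -0.63 (quartiles -0.77 and -0.53, median standard error 0.14) to -0.31 (-0.49 and -0.23, 0.11); all 458 stayed negative, and the calls ended because the fold changes shrank, so a GC trend may account for much of the pattern. A trend with exon length is argued against (455 of 458 stayed lower). Whether the pattern rests on LAC replicates 1 and 2 stays open: 98.1% of the 1052 genes called lower without LAC replicate 3 lay under the GLU mean in that library too, but they were chosen against the same GLU libraries, which favors this, and their median was -0.31 there, against -0.65 and -0.55 in LAC replicates 1 and 2. With the 6 libraries alone, 325 genes changed between LAC and GLU and 132 between HMO and LAC, the highest other split gave 0 in both, and 1 of 10 splits, the real one, reached each count, which is too few for a share under 0.05. A biological change in GC-rich genes stays open. The homeobox genes, outside the groups the paper discusses for this comparison, had a median of -0.23.

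In gene groups the paper does not discuss for this comparison, ribosomal protein transcripts were higher (median log2 fold change 0.42) and mitochondrially encoded transcripts lower (-0.63) on LAC than on GLU with the preset correlation alone (camera adjusted p = 3.75e-30 and 3.69e-11, and adjusted p = 0.381 and 0.222 with an estimated correlation). Of the genes, 30 and 8 were called, but 4, 1 and 4 ribosomal genes without GLU replicates 1, 2 and 3 and 17 without HMO replicate 2, and 1 mitochondrial gene without GLU replicate 1, GLU replicate 2 or LAC replicate 1 and 4 without HMO replicate 2. Short length or GC content is argued against as the whole cause of the first, since 388 other genes matched on both had a median of 0.14 (95% interval 0.11 to 0.17). The interval treats these genes as independent although they share libraries, so it leaves out the spread between libraries. Abundance was not matched. For the second, leaving out the mitochondrial and ribosomal protein genes moved the scaling by -0.00184 on the log2 scale, so these genes do not set it. TMM trims extreme genes, so a large shift could hardly arise, and other effects of scaling were not tested. With GC content corrected, 4 ribosomal and 2 mitochondrial genes were called, but the medians were 0.44 and -0.74, with median standard errors of 0.15 and 0.17 (0.15 and 0.16 before). A change in the amount of other RNA per cell was not tested, since the table holds no spike-in, and a biological change stays open.

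ANKRD30BL, a gene the paper does not discuss, had 936862 unique gene reads in HMO replicate 1, against 10282 to 121049 in the other libraries. HMO replicates 2 and 3 had 34373 and 13746, so the excess was in 1 library and is no result of growth on HMO. HFM1, named after its values were seen, was also highest in HMO replicate 1, with 182435 unique gene reads against 5186 to 42849. Reads outside exons were 22.7% of the gene reads there and 12.0% to 17.1% elsewhere. The source of these reads was not tested.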

How the results depend on the processing

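The GC correction and the settings without q or with the deposited p-value were chosen after the results were seen. CXCL1, CXCL2, CXCL3 and ICAM1 were lower on HMO in both comparisons in all settings run, the GC correction and every left-out library included (4 of 4 genes). Counts of changed genes are given for HMO vs GLU, HMO vs LAC and LAC vs GLU in turn. They were 19, 289 and 671, and 17, 219 and 542 with a replicate block. Without each library in turn they ranged from 12 to 27, 61 to 601 and 60 to 1946. HMO vs GLU gave 12 without HMO replicate 2. HMO vs LAC gave 174 without GLU replicate 2, 61 without HMO replicate 2 or 3, and 106, 463 and 601 without LAC replicates 1, 2 and 3. LAC vs GLU gave 88, 60 and 280 without GLU replicates 1, 2 and 3, 307 without HMO replicate 2, and 177 and 1946 without LAC replicates 1 and 3. The count for HMO vs LAC was 440 without a filter. With only the 6 libraries compared the counts were 44, 132 (59 higher, 73 lower) and 325. Exon length correction gave 684 and 1365 (584 higher, 781 lower) for the last 2, and 597 and 1211 with the block. Unique gene reads gave 322 for LAC vs GLU (70 higher, 252 lower). GC correction gave 120 for LAC vs GLU. DESeq2 gave 38, 657 and 1198. Limma with a pseudocount of 1 gave 168 for HMO vs LAC (70 higher, 98 lower), and without the minimum RPKM 73 for HMO vs LAC (15 higher, 58 lower) and 54 for LAC vs GLU. With an estimated correlation, 9, 9 and 0 lists passed, the Table 4 genes chosen by the study among them, against 20, 18 and 10; without each library in turn the numbers were 17 to 20, 17 to 23 and 8 to 14, and with GC correction 16 for LAC vs GLU. At the paper's thresholds, genes totalled 8, 34 and 4. Only genes of 0.1 RPKM gave 137 and 146 for the last 2, unequal variances 0, 2 and 0, and edgeR 15, 105 and 91. Without q, at a ratio of 1.5 and with at least 0.1 RPKM in 1 group, they were 147, 516 and 776, and with the deposited p in the same setting 87, 354 and 535; with q over the genes tested 1, 14 and 494, and at a ratio of 2, 0, 10 and 70. For HMO vs LAC and LAC vs GLU, taking q also over genes under 0.1 RPKM or without an RPKM lowered the counts. Unequal variances, leaving out q and the deposited p-value changed the counts too. Single list calls kept their side of the threshold in 628, 638 and 644 of 678 cases per comparison, and named genes in 420 of 428, 655 of 712 and 693 of 784; no called direction turned. DESeq2 and limma on RPKM gave no list tests, and a split of the HMO libraries for the overlap cannot be made with 3. Depth limits calls of genes with few reads, such as TNFRSF18.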

Differences from the paper's values

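The deposited p-value settings and the setting without q were chosen after the values were seen. The paper states thresholds of p, q and fold, and the counts below use them with a t-test on the deposited transformed values. Its p-values differ from the deposited ones. Its q was taken over all genes of the table, also those without an RPKM, which raises q. For HMO vs GLU the paper's values are 12 genes higher and 61 lower, and the values here are 1 and 7. For HMO vs LAC the paper's values are 196 and 144, against 8 and 26. For LAC vs GLU the paper's values are 96 and 426, against 0 and 4. All 6 counts also differ under each alternative set before the data were examined: a ratio of at least 1.5 (1 and 8, 9 and 37, 1 and 5), only genes with 0.1 RPKM in 1 group (0 and 9, 61 and 76, 33 and 113), a pseudocount of 0.1 (1 and 7, 8 and 26, 0 and 4), unequal variances (0 and 0, 0 and 2, 0 and 0) and edgeR at the same thresholds (0 and 15, 46 and 59, 27 and 64).

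With the authors' deposited p-value of at most 0.05, a ratio of mean RPKM of at least 1.5, at least 0.1 RPKM in 1 group and no q, a setting chosen after seeing the values, the counts were 16 and 71, 199 and 155, and 100 and 435, all within 1.5 times the paper's, and of the paper's genes 0, 0, 3, 1, 0 and 2 were dropped in the same order. With the t-test at a ratio of 1.5, at least 0.1 RPKM in 1 group and no q, also chosen after seeing the values, 207 genes were lower on HMO than on LAC and 625 lower on LAC than on GLU, within 1.5 times the paper's counts, with 0 of the paper's genes dropped; its other counts (28, 119, 309 and 151) were not. With the deposited p-value, a ratio of 1.5 and q adjusted over the genes tested, chosen in the same way, 88 genes were higher and 406 lower on LAC than on GLU, within 1.5 times, dropping 10 and 26 of the paper's genes, while the 4 counts with HMO were not within it. In the genes of Additional file 2 the ratio of mean RPKM was at least 1.5 throughout, and was under the paper's fold of 2 in 57.4%, 41.7%, 82.9%, 77.2%, 83.1% and 61.4% of the genes lower and higher on HMO vs GLU, lower and higher on LAC vs GLU, and higher and lower on HMO vs LAC. The deposited false discovery rate was at most 0.5 for 0, 2 and 0 genes in HMO vs GLU, HMO vs LAC and LAC vs GLU. The stated q, read as that deposited rate, and the stated fold, read as the ratio of mean RPKM, therefore do not give the paper's lists.

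Table 4 lists DOK3, LAT, MUC1 and RASIP1 as raised on HMO relative to LAC; their log2 fold changes had that sign, and none passed in edgeR, while DOK3 passed with limma and with total exon reads and RASIP1 with exon length correction. Table 4 lists TNFRSF18 as lowered; it had too few reads for edgeR, and its mean RPKM was lower on HMO. The direction was the same for FOS, ICAM1, TNFAIP3, LTB, MAP3K8 and TNF, which passed where the paper lists them. Table 2 reports zinc finger genes among those raised on HMO relative to LAC; 11 of 414 ZNF genes were higher and 1 lower in edgeR, and the list as a whole did not pass. The RPKM values printed for CXCL1, CXCL2 and CXCL3 in Fig. 5b match the values here.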

Other observations

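Of the settings named here, the GC correction was chosen after the results were seen. Some gene groups the text has not described differed between carbon sources with the preset correlation alone. Of 31 genes of glycolysis and hypoxia, 5 were higher on LAC than on GLU (5 when adjusted over the list alone, camera adjusted p = 0.000610, and adjusted p = 0.541 with an estimated correlation), among them the glycolytic enzymes PGK1 and LDHA with log2 fold changes of 0.55 and 0.47 (edgeR adjusted p = 0.0306 and 0.0310); 0 were called without GLU replicate 1, GLU replicate 3 or LAC replicate 1 and 1 without GLU replicate 2 or HMO replicate 2, and with GC correction none of the 5 was called and 1 other member was, SLC16A3. On HMO relative to LAC, 1 member was lower, PDK1, a kinase of pyruvate dehydrogenase (12 when adjusted over the list alone, camera adjusted p = 1.63e-06, and adjusted p = 0.267 with an estimated correlation); it was 0 without GLU replicate 1, 2 or 3, HMO replicate 2 or 3 or LAC replicate 2, and 2 without HMO replicate 1 or LAC replicate 3, and with GC correction 3 other members were lower, SLC16A3, HK2 and PFKFB3. Of 16 mucin and goblet cell genes, 3 were lower on LAC than on GLU: MUC2, MUC3A and FCGBP (7 when adjusted over the list alone, camera adjusted p = 0.0102, and adjusted p = 0.188 with an estimated correlation). MUC2 had a mean under 0.1 RPKM on every carbon source. The membrane mucin MUC3A had a log2 fold change of -0.66 (edgeR adjusted p = 0.0465), and FCGBP, a protein of the mucus gel, had -0.62 (edgeR adjusted p = 0.0492); the count was 0 without GLU replicate 1, GLU replicate 2 or LAC replicate 1, 1 without GLU replicate 3, HMO replicate 1, HMO replicate 2 or LAC replicate 2, and 0 with GC correction. On HMO relative to LAC none passed (4 were higher when adjusted over the list alone, camera adjusted p = 0.00531, and adjusted p = 0.0677 with an estimated correlation). Of 12 stem and progenitor markers, 3 were lower on LAC than on GLU, SOX9, AXIN2 and MSI1 (7 when adjusted over the list alone, camera adjusted p = 0.000291, and adjusted p = 0.188 with an estimated correlation); SOX9, a transcription factor of crypt cells, had -0.96 (edgeR adjusted p = 0.0387). None of the 3 passed without GLU replicate 1, 2 or 3, HMO replicate 2 or LAC replicate 1, or with GC correction, and on HMO relative to LAC none of the 12 passed (1 higher when adjusted over the list alone, camera adjusted p = 0.0132, and adjusted p = 0.102 with an estimated correlation). Of 8 metallothioneins, 1 was higher on LAC than on GLU, MT1X, with 0.84 (edgeR adjusted p = 0.0474) (camera adjusted p = 0.0102, and adjusted p = 0.697 with an estimated correlation), and not without GLU replicate 1, 2 or 3, HMO replicate 2 or 3 or LAC replicate 2, nor with GC correction; against HMO none passed (camera adjusted p = 0.0495, and adjusted p = 0.591 with an estimated correlation). The MAP kinase phosphatases DUSP5 and DUSP6, which end MAP kinase signals, were lower on HMO than on LAC with -0.71 and -0.80 (edgeR adjusted p = 0.0111 and 0.00130), 2 of 16 (4 when adjusted over the list alone, camera adjusted p = 0.00531, and adjusted p = 0.267 with an estimated correlation; 1 without HMO replicate 2 or 3), and with GC correction DUSP6 was lower than on GLU as well. Of 414 ZNF genes, 23 were lower and 1 higher on LAC than on GLU (24 and 1 when adjusted over the list alone) and the list did not pass (camera adjusted p = 0.909); the lower count was 4 with GC correction, 3, 2 and 13 without GLU replicates 1, 2 and 3, 11 without HMO replicate 2, and 4 and 39 without LAC replicates 1 and 3. Respiratory chain genes of the nucleus had none called between HMO and LAC (camera adjusted p = 2.15e-06, and adjusted p = 0.537 with an estimated correlation).

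Antimicrobial proteins did not pass as a list between LAC and GLU (camera adjusted p = 0.618), although 3 of 13 were lower and 1 higher (3 and 1 when adjusted over the list alone): DUOX2, an oxidase that makes hydrogen peroxide, had -0.95 (edgeR adjusted p = 0.0145), the phospholipase PLA2G2A had -0.93 (edgeR adjusted p = 0.0114), DUOXA2 had -1.08 (edgeR adjusted p = 0.0421) and the protease inhibitor SLPI had 0.53 (edgeR adjusted p = 0.0310). The lower count was 0 without GLU replicate 2, 1 without LAC replicate 1, and 0 with GC correction, and SLPI did not pass without GLU replicate 1, 2 or 3, HMO replicate 2 or LAC replicate 2. Between HMO and LAC the list did not pass either (camera adjusted p = 0.206), with 2 of 13 lower on HMO and none higher (2 and 1 when adjusted over the list alone): the protease inhibitors PI3, with -0.65 (edgeR adjusted p = 0.0111), and SLPI, with -0.54 (edgeR adjusted p = 0.0396). Without HMO replicate 2 neither passed, and without GLU replicate 1, 2 or 3, HMO replicate 1 or 3 or LAC replicate 2 only 1 member passed as lower, while 1 passed as higher without GLU replicate 1, GLU replicate 2 or LAC replicate 2. Camera adjusted p-values for lists that passed in no comparison follow, in the order HMO vs GLU, HMO vs LAC and LAC vs GLU. They were 0.307, 0.244, 0.721 for innate immune sensors, 0.849, 0.705, 0.832 for mature enterocyte genes, 0.307, 0.293, 0.210 for heat shock proteins, 0.150, 0.0600, 0.417 for unfolded protein and amino acid responses, 0.804, 0.184, 0.248 for cell cycle genes and 0.804, 0.921, 0.848 for NRF2 target genes. The lists of interferon-stimulated genes, junction genes, cholesterol synthesis genes and histone genes had 0.0903, 0.721, 0.424, 0.721, 0.116, 0.812 and 0.943, 0.403 in the last 2 comparisons. For the remaining comparisons of lists described at the claims or above, NF-kB regulators had 0.812, cytokines 0.119, lipid oxidation genes 0.134, apoptosis regulators 0.0792, EGF receptor ligands 0.618, MAP kinase phosphatases 0.832, leukocyte adhesion molecules 0.258 and the Table 4 genes 0.909 between LAC and GLU. Between HMO and GLU, homeobox genes had 0.388, mucin and goblet cell genes 0.804, glycolysis and hypoxia genes 0.0781 and metallothioneins 0.0979. Markers of cell types that a Caco-2 culture should lack also passed in none of the 3: fibroblast markers had 0.232, 0.486, 0.929, leukocyte markers 0.113, 0.687, 0.832 and endothelial markers 0.452, 0.972, 0.812. Enteroendocrine markers had 0.804, 0.0960, 0.134, with CHGA (chromogranin A) lower on LAC than on GLU, with -1.34 (edgeR adjusted p = 0.0243), though not without GLU replicate 1, GLU replicate 2 or LAC replicate 1, nor with GC correction.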
